# CNS-wide repopulation by hematopoietic-derived microglia-like cells corrects progranulin deficiency in mice

**DOI:** 10.1038/s41467-024-49908-4

**Published:** 2024-07-05

**Authors:** Pasqualina Colella, Ruhi Sayana, Maria Valentina Suarez-Nieto, Jolanda Sarno, Kwamina Nyame, Jian Xiong, Luisa Natalia Pimentel Vera, Jessica Arozqueta Basurto, Marco Corbo, Anay Limaye, Kara L. Davis, Monther Abu-Remaileh, Natalia Gomez-Ospina

**Keywords:** Haematopoietic stem cells, Neurodegeneration

## Abstract

Hematopoietic stem cell transplantation can deliver therapeutic proteins to the central nervous system (CNS) through transplant-derived microglia-like cells. However, current conditioning approaches result in low and slow engraftment of transplanted cells in the CNS. Here we optimized a brain conditioning regimen that leads to rapid, robust, and persistent microglia replacement without adverse effects on neurobehavior or hematopoiesis. This regimen combines busulfan myeloablation and six days of Colony-stimulating factor 1 receptor inhibitor PLX3397. Single-cell analyses revealed unappreciated heterogeneity of microglia-like cells with most cells expressing genes characteristic of homeostatic microglia, brain-border-associated macrophages, and unique markers. Cytokine analysis in the CNS showed transient inductions of myeloproliferative and chemoattractant cytokines that help repopulate the microglia niche. Bone marrow transplant of progranulin-deficient mice conditioned with busulfan and PLX3397 restored progranulin in the brain and eyes and normalized brain lipofuscin storage, proteostasis, and lipid metabolism. This study advances our understanding of CNS repopulation by hematopoietic-derived cells and demonstrates its therapeutic potential for treating progranulin-dependent neurodegeneration.

## Abstract (web summary)

Progranulin deficiency causes untreatable neurodegenerative diseases. Here, the authors show that hematopoietic stem cell transplantation and optimized brain conditioning correct the disease phenotype in progranulin-deficient mice.

## Introduction

Hematopoietic stem cell transplantation (HSCT) is the recommended treatment for several genetic disorders with severe and rapid neurodegeneration, including several lysosomal storage disorders (LSDs) and peroxisomal disorders (PSDs)^1,2^. HSCT is also a promising investigational therapy for other neurological diseases, including Friedreich’s ataxia^3^, Pelizaeus–Merzbacher disease^4^, and several neuronopathic LSDs^5^. Despite its proven benefit, HSCT’s use for neurological indications has been limited to a few fatal diseases because its risk-benefit assessment is usually unfavorable^1,6^. One of the caveats of HSCT is the common use of allogeneic cells (allo-HSCT) which exposes the recipient to immunological complications while often providing insufficient therapeutic correction^1^. To overcome this risk, autologous transplants of gene-modified HSPCs are being developed^7–9^. These approaches are demonstrating significant benefits in clinical studies leading to the approval of two autologous HSCT-based treatments for severe leukodystrophies (Metachromatic leukodystrophy and X-linked adrenoleukodystrophy)^7–9^. However, despite advancements in establishing sources of autologous cells, HSCT-based therapies still encounter obstacles related to their limited efficacy in the central nervous system (CNS) and delayed therapeutic onset.

How HSCT halts neurodegeneration is not completely understood, but the effect is partly due to bone marrow-derived cells that migrate to CNS, where they become long-lived resident myeloid cells, often called microglia-like cells (MGLCs)^10–13^. The mechanisms involved in the recruitment of hematopoietic-derived cells to the CNS are not yet entirely characterized, but myeloablative conditioning of the recipient is required for this process^10,14^. Myeloablation is commonly achieved in the clinic with busulfan (BU), a CNS-penetrant DNA alkylating drug^7–9,15,16^. Even at the highest tolerated myeloablative dose, the combination of BU and HSCT, results in low, variable, and slow-paced engraftment of MGLCs in the CNS^17,18^. This modest and slow engraftment of MGLCs in the brain significantly limits the therapeutic efficacy of HSCT, further skewing the risk/benefit assessment unfavorably and preventing its broader applicability, particularly in diseases with rapid neurological progression^19–22^. To improve the success of allogeneic and autologous HSCT for neurological indications, it is crucial to repopulate the CNS quickly and efficiently with MGLCs. This could enhance HSCT’s efficacy for the diseases for which it is currently used and offer a promising option for many other conditions that could theoretically benefit from an HSCT approach.

Several studies have examined the role of microglia depletion in overcoming the limited engraftment of bone marrow (BM)-derived MGLCs in the CNS^18,23,24^. The Colony-stimulating factor 1 receptor (CSF1R) is crucial for the survival of microglia (MG) and macrophages (MF) in rodents and humans^25–27^. Pivotal studies showed that the genetic depletion of CSF1R strongly favors the engraftment of BM-derived cells in the brain without any form of conditioning^23,28–30^. However, pharmacological depletion of MG and MF via inhibition of CSF1R (CSF1Ri) does not^23,31^. Several regimens that combine CSF1Ri with myeloablative total body irradiation or busulfan have been reported, resulting in the near-complete replacement of microglia with BM-derived cells in mice^18,23,24,32,33^. Accordingly, combining myeloablation with CSF1Ri could represent a promising approach for pre-transplant conditioning in neurometabolic indications. However, available regimens need significant optimization for clinical use, and it is crucial to establish a regimen that includes the most appropriate reagents and dosage scheme for translational potential.

CSF1Ri is typically achieved by administering two main inhibitors through the chow, with prolonged courses lasting several weeks to months^18,23,24,33^. PLX5622 has been reported to affect hematopoiesis^34,35^, while PLX3397, approved by the FDA for the life-long treatment of individuals affected by tenosynovial giant cell tumor (TGCT), is predicted to have non-specific activity on other receptors^35,36^. Achieving efficacy with the fewest possible administrations is also crucial in optimizing a CSF1Ri regimen, as treatment-related toxicity depends on the dose and duration of treatment^35,36^. Considering the potential toxicities associated with CSF1Ri, a comprehensive evaluation of its impact on hematopoiesis and neurobehavior is essential to support its safety. Additionally, a better understanding of the kinetics of brain repopulation, the signaling molecules involved, and the characteristics of the cells repopulating the brain would provide insights to optimize microglia replacement by MGLCs and predict unwanted toxicities. Herein, we present an optimized and maximally effective conditioning regimen consisting of a short oral course of PLX3397, resulting in fast, robust, and long-term repopulation of the CNS by BM-derived MGLCs. This regimen does not negatively impact the hematopoiesis or neurobehavior in recipient mice. Our studies also determined the kinetics of MGLC repopulation, the signaling events in the brain in response to conditioning and repopulation, and the previously unrecognized heterogeneity of brain-engrafted MGLCs.

To assess the therapeutic potential of our conditioning regimen for a neurological disorder, we applied it to a mouse model of progranulin (GRN) deficiency. In humans, insufficient GRN expression causes neurodegenerative diseases with an allele dose-dependent pattern^37^. Bi-allelic loss of function (lof) mutations cause Neuronal Ceroid Lipofuscinosis type 11 (CLN11, OMIM 614706), a rare LSD characterized by childhood-onset cognitive decline, retinitis pigmentosa, and early death^38^. Mono-allelic *GRN* lof mutations represent 10–15% of all cases of Frontotemporal dementia (GRN-FTD, OMIM 607485), an adult-onset disease presenting progressive changes in behavior, personality, and language, ultimately leading to early death^39–43^. CLN11/FTD represents a critical unmet need and is potentially amenable to protein, gene, and cell therapy approaches. However, the effectiveness of these approaches is challenged by the difficulty in delivering the large GRN protein across the blood-brain barrier (BBB), achieving widespread GRN distribution in the CNS^44–47^, and by potential complications of supraphysiological or ectopic GRN expression^46,48^.

GRN is a highly secreted, ubiquitous lysosomal protein expressed in the CNS in neurons, microglia, and other glial cells^49,50^. Importantly, neighboring cells can take up secreted extracellular GRN via receptor-mediated endocytosis^51,52^. Accordingly, HSCT-based microglia replacement could be an efficacious treatment for GRN deficiency, as secreted GRN from MGLCs can cross-correct other cells while concomitantly replacing diseased microglia^53–56^. Furthermore, by maintaining the expression within a cell type that typically expresses high GRN protein levels, an HSCT-based approach could be safer as it minimizes potential complications of ectopic expression. Herein, we report that transplantation of wild-type HSPCs restores therapeutic GRN levels in the CNS of *Grn*^−/−^ mice and corrects lipofuscin accumulation, defects of proteostasis, and lipid metabolism in the brain when combined with an optimized, clinically translatable conditioning regimen-based on busulfan and PLX3397.

## Results

### Robust engraftment of bone marrow-derived microglia-like cells in the CNS with busulfan myeloablation and short PLX3397 treatment

Current protocols for replacing microglia with bone marrow-derived cells in mice differ in the type of CSF1R inhibitor used, its formulation, the time of initiation, which can range from 14 days to several months, and the duration of administration, which typically lasts 2 to 4 weeks^18,23,24,33,57–60^. We focused on the CSF1R inhibitor PLX3397 (Pexidartinib, PLX) since it is FDA-approved for treating TGCT and has demonstrated safety even with long-term administration^35,36^. Mouse conditioning with PLX3397 complexed chow results in dose and time-dependent microglia depletion^31,61^. However, inconsistencies among batches of PLX3397-complexed diets^62^ and variability in microglia replacement have been reported^33^. To establish a highly efficient and reproducible protocol with high translational potential, we optimized the route and duration of drug administration. We administered PLX3397 (PLX) to adult C57BL/6 mice by oral gavage at 100 mg/kg/day, a dose that was chosen based on the effectiveness of the 580-600 ppm complexed chow^61^ and the daily mouse food intake of 4–5 g/day^63^. We observed maximal depletion of CD45 + CD11b+ microglia cells by flow cytometry after a 6-day regimen of PLX administered by oral gavage (95 ± 2% depletion vs untreated mice, Supplementary Fig. 1a–c; and Supplementary Fig. 2a shows the gating scheme). We tested this 6-day PLX regimen in adult C57BL/6 mice transplanted with bone marrow (BM) from coisogenic mice expressing green fluorescent protein (CAG-GFP). Consistent with previous reports, CSF1Ri alone did not result in donor cell engraftment in the brain or bone marrow following either intravenous bone marrow transplant (BMT) or intracerebroventricular delivery (ICV) of lineage-negative BM cells^18,23,31^ (Supplementary Fig. 1d–f).

To examine how this short PLX regimen performs in combination with different myeloablative protocols, we compared brain and hematopoietic engraftment in wild-type C57BL/6 mice conditioned with either total body irradiation (TBI, 10 Gy), busulfan (BU, 100 mg/kg), or treosulfan (TREO, 5.5 g/kg), a non-CNS penetrant BU analog^10^ (Fig. 1a). Despite comparable bone marrow chimerism, PLX administration resulted in near complete repopulation of the microglia niche when combined with either BU (BU 6 ± 2.4% vs BU + PLX 90 ± 3.2%, 15-fold increase) or TBI (TBI 32 ± 2.4% vs TBI + PLX 88 ± 7%, 3-fold increase) but it did not increase brain engraftment in mice conditioned with TREO (Fig. 1b–c, Supplementary Fig. 2b). The lack of effect with TREO supports the idea that irreversible genotoxic damage of CNS-resident microglia progenitor cells is needed for robust replacement by hematopoietic-derived myeloid cells following BMT.

**Fig. 1:**
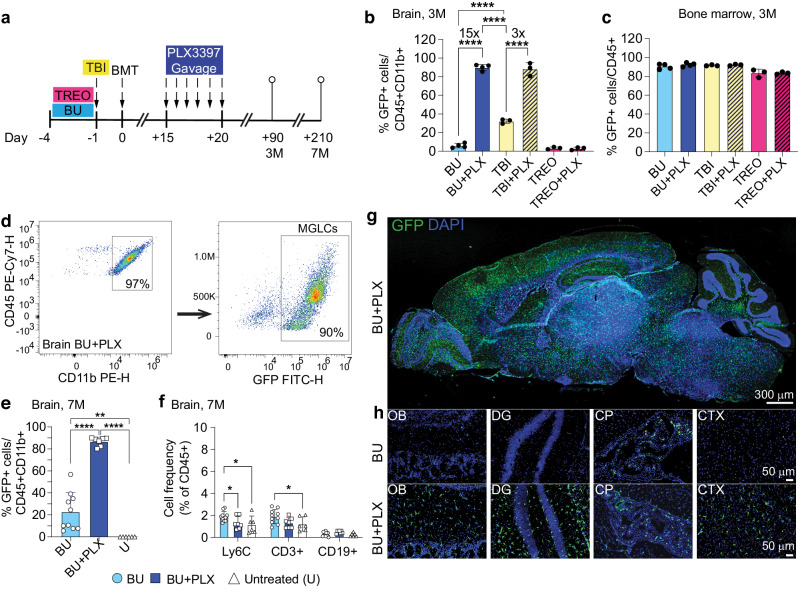
A six-day course of PLX3397 enhances the replacement of microglia by bone marrow-derived MGLCs. **a** Experimental timeline: conditioning of adult C57BL/6 mice with total body irradiation (TBI), busulfan (BU) or treosulfan (TREO) combined or not with PLX3397 (PLX) by oral gavage 15 days post bone marrow transplant (BMT). Adult homozygous C57BL/6-CAG-GFP mice were used as bone marrow donors. The time points of the analysis are 3 months (3 M) or 7 months (7 M) post-BMT. **b–f**, Flow cytometry analyses. **b** Fraction of transplant-derived GFP+ microglia-like cells (MGLCs) measured in the brain 3 M post-BMT. **c** Fraction of transplant-derived GFP+ cells measured in the bone marrow (BM) 3 M post-BMT. **a**, **b** BU n = 4, BU + PLX n = 4, TBI n = 3, TBI + PLX n = 3, TREO n = 3, TREO + PLX n = 3. **d** Representative flow plots of CD45 + CD11b+ cells (left panel, gated on total CD45+ cells) and transplant-derived GFP+ MGLCs (right panel) measured in the brain 7 M post-BMT. **e** Fraction of transplant-derived GFP+ MGLCs in the brain 7 M post-BMT; U: Untreated mice. **f** Fractions of Ly6C + , CD3 + , and CD19+ cells in the brain of mice 7 M post-BMT, and in untreated mice. **e-f** BU n = 10, BU + PLX n = 7, U n = 6. **g** Sagittal section of the brain from a mouse treated with BU + PLX + BMT and analyzed 7 M post-BMT (image representative of n = 7 mice). **h** Representative images of transplant-derived GFP+ cells repopulating the olfactory bulb (OB), dentate gyrus (DG), choroid plexus (CP), and cortex (CTX) of mice conditioned with BU alone (top) or BU + PLX (bottom) and analyzed 7 M post-BMT; images representative of n = 4 mice/group. **g**–**h** Scale bars are depicted. **b**, **c**, **e**–**f** Data are Mean ± SD. Source data are provided as a Source Data file. Statistical analysis: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **b**, **e**, **f** One-way ANOVA with Tukey post-hoc; **c** Kruskal–Wallis test with Dunn’s. GFP: green fluorescent protein; DAPI: 4’,6-diamidino-2-phenylindole.

Our data indicated that using BU as the myeloablative agent, which is the standard drug for conditioning patients with neurometabolic disorders, along with a 6-day course of PLX at 100 mg/kg/day (BU + PLX), robustly increased the replacement of microglia with hematopoietic-derived MGLCs. To reduce the potential effects of CSF1Ri on hematopoietic reconstitution, we tested the effectiveness of administering PLX before transplantation. Concomitant administration of PLX (day −6 to −1) with BU (day −4 to −1) resulted in a 5-fold increase in GFP + MGLC chimerism in the brain compared to BU alone (15 ± 8%) but was significantly less than when PLX was administered after transplant (Supplementary Fig. 1g-i**)**. Side-by-side comparison of PLX administration pre- and post-transplant in recipient *Cx3cr1*-GFP^+/−^ mice (expressing GFP in microglia and macrophages) transplanted with BM from CAG-RFP^+/−^ mice (ubiquitously expressing red fluorescent protein, RFP) re-demonstrated that post-transplant administration of PLX resulted in more efficient depletion of host GFP+ microglia and higher replacement by BM-derived RFP+ MGLCs in the brain, despite similar BM chimerism (Supplementary Fig. 1j–l).

Having confirmed that the best protocol combined BU-myeloablation with six days of post-transplant PLX administered via gavage, we focused on this regimen for subsequent analyses. We first examined the long-term persistence of transplant-derived cells by quantifying their engraftment in the CNS and hematopoietic organs seven months post-BMT. At this time, there remained stable engraftment of GFP + CD45 + CD11b+ MGLCs in BU + PLX-treated mice, which was significantly higher than in BU alone (87 ± 4% vs 23 ± 17%, Fig. 1d–e). Notably, the microglia niche was replaced specifically by BM-derived myeloid cells (CD45 + CD11b+) as we did not find increased frequencies of Ly6C+ cells, CD19 + B cells, and CD3 + T cells in BU + PLX-treated brains compared to untreated mice (Fig. 1f). This suggests that brain repopulation by BM-derived CD45 + CD11b+ cells is a regulated process and not an indiscriminate infiltration of immune cells as observed in several neurodegenerative and autoimmune diseases^64,65^. Histological analysis showed a widespread and homogeneous distribution of BM-derived GFP+ cells throughout the brain, spinal cord, and retina in mice treated with BU + PLX compared to those treated with BU alone (Fig. 1g–h and Supplementary Fig. 3).

### Fast replacement of microglia by BM-derived MGLCs coincides with brain-specific cytokine induction

A known limitation of HSCT for neurological indications is its delayed therapeutic effect^19–22,66^. Therefore, achieving fast repopulation of the CNS by hematopoietic cells would significantly improve HSCT’s efficacy for neurological diseases with rapid progression. To examine the kinetics of microglia depletion and brain repopulation, we looked at freshly isolated microglia preparations at 1, 4, 8, 20, 70 and 190 days after PLX withdrawal (corresponding to 21, 24, 28, 40, 90 and 210 post-BMT, respectively, Fig. 2a). Flow cytometry analyses showed acute and marked microglia depletion in the BU + PLX group (∼90% at day 21 post-BMT, Fig. 2b). BU alone depleted the MG niche partially and at a much slower rate (∼19% at day 40 and 50% at day 90 and 210, Fig. 2b). PLX withdrawal was followed by fast niche repopulation by GFP + CD45 + CD11b+ cells that peaked after 20 days (Day 40 post-transplant, Fig. 2b–c). MGLC engraftment was substantially slower in the BU-only condition, reaching 2.9% at 40 days post-BMT while the combination regimen achieved 93% (Day 40, Fig. 2c). Microglia replacement was stable in BU + PLX and was higher than that achieved with BU (86.8 ± 4% vs 23 ± 17%, day 210, Fig. 2c). Because BM is not always a clinical source of HSPCs and the timing of repopulation might differ between BM and purified HSPCs, we also examined the kinetics of brain repopulation using Lin- KIT + SCA-1+ (LKS) HSPCs. Time course analysis showed fast and lasting microglia repopulation using primitive LKS HSPCs with similar kinetics as BM following myeloablation with either BU or TBI (Supplementary Fig. 4).

**Fig. 2:**
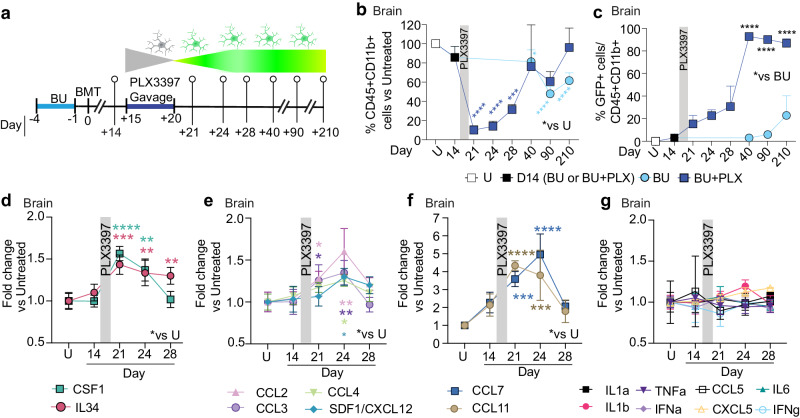
A six-day course of PLX3397 accelerates MGLCs repopulation and induces specific cytokines in the brain. **a** Experimental timeline showing sampling time points after BU or BU + PLX and CAG-GFP BMT in C57BL/6 mice. **b**–**c** Flow cytometry analyses. **b** Fraction of CD45 + CD11b+ cells/total CD45+ cells measured in the brain of mice at the indicated time points (**a**). The quantification and statistics are relative to untreated mice (*p-value vs U). Asterisks: p-value BU vs U (light blue), p-value BU + PLX vs U (dark blue). **c** Fraction of GFP+ microglia-like cells (MGLCs) in the brain at the indicated time points (**a**). The statistics compare BU vs BU + PLX. **b**–**c** U n = 3; BU day 14 n = 3, day 40 n = 4; BU + PLX n = 3 from day 21 to day 40. **c** The data points for days 90 and 270 are plotted from the experiments described in Fig. 1b and 1e, respectively: BU day 90 n = 4, day 270 n = 10; BU + PLX day 90 n = 4, day 270 n = 7. **d**–**g** Serial cytokine analysis performed on whole brain lysates by 48-plex Luminex or ELISA assays (IL34 and SDF-1/CXCL12) at the depicted time points (**a**), n = 3 mice per time point. Cytokine quantifications and statistics are relative to untreated mice (*p-value vs U). The asterisk’s color matches the cytokine legend. **b**–**g** Gray bar: PLX3397 administration window. **b**–**g** Data are Mean ± SD. Source data are provided as a Source Data file. Statistical analysis: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **b** One-way ANOVA vs Untreated with Dunnett post-hoc. **c** Two-way ANOVA with Sidak post-hoc (BU vs. BU + PLX day 40, day 90, day 210); **d–g** Two-way ANOVA vs Untreated with Dunnett post-hoc. Figure 2a artwork was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Previous studies on cytokine secretion in the conditioned brain have focused on pro-inflammatory cytokines such as TNF-a, IL1-b, IL1-a, and known myeloid chemokines such as CCL2 (also known as monocyte chemoattractant protein 1, MCP-1), CCL5, and CXCL10^11,17,67^. These studies consistently show that irradiation stimulates more pro-inflammatory cytokines than busulfan. To elucidate mechanisms of recruitment and repopulation in the combined regimen, we measured a panel of 50 cytokines in the brain of BU + PLX-treated mice and compared them to untreated mice (U). Cytokine quantification at 1, 4, and 8 days after PLX withdrawal showed brain-specific and transient increases in CSF1R ligands CSF1 and IL34 (Fig. 2d), presumably reflecting the depletion of CSF1R-expressing cells and signals that promote niche repopulation. The chemokines CCL2, CCL3 (also known as macrophage inflammatory protein 1-alpha, MIP-1a), CCL4 (MIP-1b), CCL7 (MCP-3), and CCL11 were also transiently elevated, which is consistent with their role in promoting the mobilization of myeloid cells (Fig. 2e–f). Interestingly, SDF-1 (also known as CXCL12), a potent chemoattractant for hematopoietic cells^68^, was also increased in the brain (Fig. 2e). Most cytokines, except IL34, BAFF, and CXCL10, returned to baseline by day 8 (Fig. 2d–f and Supplementary Fig. 5a). The induction of CCL11, CCL7, and CXCL10 in the brain was not paralleled by increases in other pro-inflammatory cytokines normally co-induced during immune-derived inflammatory processes^69,70^ (Fig. 2g). Notably, the cytokine elevations following PLX withdrawal were brain-specific and were not detected in plasma (Supplementary Fig. 5b–f). Overall, the pattern of cytokine induction differs from that observed in immune-derived inflammatory processes and suggests that myeloid proliferative and chemoattractant signals act locally to repopulate the depleted microglial niche.

### Hematopoietic reconstitution and neurobehavior following BU-myeloablation and short PLX3397 regimen

The impact of CSF1Ri on hematopoiesis is currently a topic of debate^34,71,72^. Some studies have observed significant changes in the frequency of hematopoietic lineages over time^34^, while others have noted minor ones^73^. To better understand the impact of our 6-day PLX3397 regimen on hematopoietic reconstitution after transplantation, we compared the frequencies of hematopoietic progeny using lineage markers [CD11b (myeloid cells/macrophages), Ly6C (myeloid cells/monocytes/neutrophils), CD3 (T cells), and CD19 (B cells)] in mice that received BMT after conditioning with either BU or BU + PLX. As expected by the expression of CSF1R in CD11b+ and Ly6C+ subsets of myeloid cells, 24 hours after PLX withdrawal, we observed an acute reduction in the respective fraction of these circulating myeloid cells^74–76^ with a compensatory increase in circulating B cells (Fig. 3a, Supplementary Fig. 6a). Among these circulating cells most were GFP + (Fig. 3b). There were small but statistically significant differences between BU and BU-PLX conditioned mice in the fraction of Ly6C + : 86% vs 74%, CSF1R + : 93% vs 84%, and CD19 + : 84 vs 89%, respectively (Fig. 3b). By distinguishing lymphocytes, monocytes, and granulocytes in peripheral blood by their relative size and granularity^77,78^, we confirmed that all Ly6C+ cells were affected (Supplementary Fig. 6b–d). Seven months post-transplantation, the frequencies of hematopoietic lineages and the donor-derived chimerism in peripheral blood (PB), bone marrow (BM), and spleen (SP), were not different between BU + PLX and BU mice, except for a 13% decrease in Ly6C+ cells in BM (Fig. 3c–h). Time course analysis of hematopoietic reconstitution after transplant in BU + PLX conditioned mice showed full reconstitution of all lineages, including CD41+ platelets and Ly6G+ granulocytes by day 40 post-transplantation (Supplementary Fig. 6e–f).

**Fig. 3:**
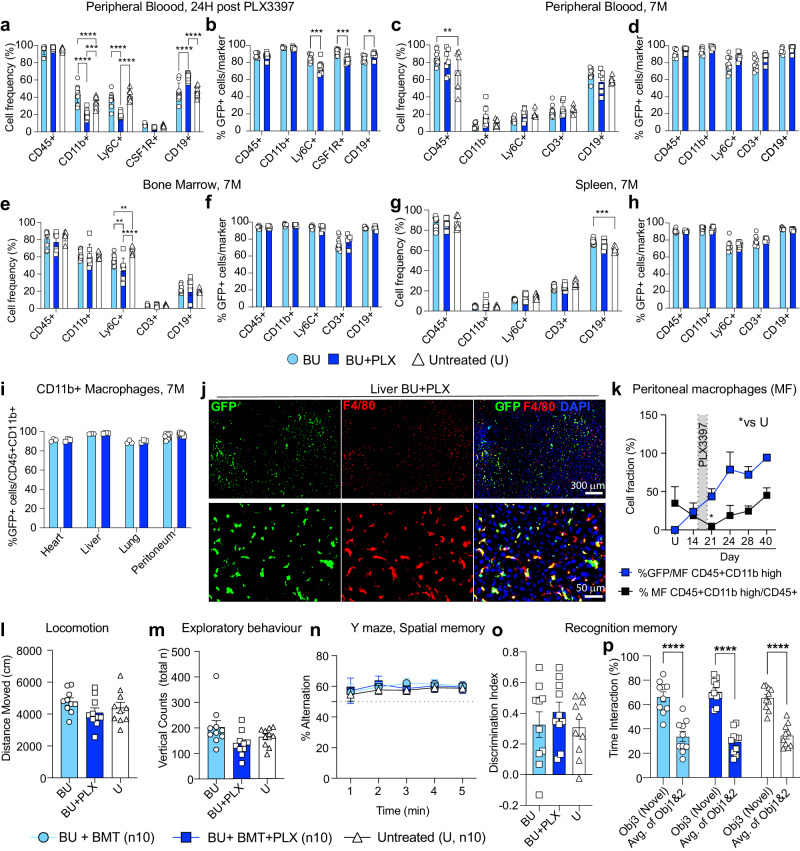
Normal hematopoietic reconstitution and neurobehavior following busulfan myeloablation and a six-day PLX3397 regimen. **a**–**b** Analysis of peripheral blood (PB) 24 hours after PLX withdrawal [equivalent to 21 days after bone marrow transplant (BM)]; BU n = 10, BU + PLX n = 10; Untreated n = 10. Analysis of PB **c**, **d**, bone marrow (**e**–**f**), and spleen (**g**–**h**) 7 months (7 M) after BMT; BU n = 10, BU + PLX n = 7, Untreated n = 6. **i** Donor macrophage chimerism in peripheral organs and peritoneum 7 M after BMT. Peritoneum BU n = 10, BU + PLX n = 7; Heart, liver, and lung n = 3 mice/cohort. **j** Representative images of GFP + F4/80+ macrophages repopulating the liver after BU + PLX (7 M post-BMT). Images representative of n = 3 mice. Scale bars are depicted. **k** Kinetics of host macrophage depletion and transplant-derived macrophage repopulation in the peritoneum measured by flow cytometry. The experimental timeline is depicted in Fig. 2a, n = 3 mice/cohort; *p-value vs untreated mice (U). **l**–**p** Behavioral analyses performed between 6 and 7 months post-BMT; BU n = 10, BU + PLX n = 10, Untreated n = 10. **l** Spontaneous locomotion (activity chamber). **m** Exploratory behavior (activity chamber) reported by total vertical counts (periphery + center). **n** Spatial memory (Y-maze). **o**–**p** Recognition memory (Novel object recognition) reported by discrimination index and interaction time with Novel object (Obj 3) and previously encountered objects 1 and 2 (Avg. of Obj 1 & 2). **a**–**k** Data are Mean ± SD. **l–p** Data are Mean ± SE. **a**–**k**, **l**–**p** Source data are provided as a Source Data file. Statistical analysis: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **a**, **c**, **e**, **g**, **l**, **n** Two-way ANOVA with Tukey post-hoc correction; **b**, **d**, **f**, **h**, **i** Two-tailed multiple unpaired t-test with Holm-Sidak post-hoc; **k** One-way ANOVA vs Untreated with Dunnett post-hoc; **m**, **o** Kruskal–Wallis with Dunn’s post-hoc; **p** Two-way ANOVA with Tukey post-hoc (Obj3 vs treatment group; Avg. of Obj 1&2. vs treatment group) and two-way ANOVA with Sidak post-hoc (Obj3 vs Avg. of Obj. 1&2). GFP: green fluorescent protein; DAPI: 4’,6-diamidino-2-phenylindole.

We also examined the reconstitution of tissue macrophages in the heart, liver, lung, and peritoneum. Long-term engraftment of donor-derived GFP+ macrophages (MF) in these tissues had similar efficiencies in BU + PLX- and BU-treated mice (Fig. 3i, j), Kinetic analysis of the depletion and repopulation of peritoneal MF in BU + PLX-treated mice showed complete MF depletion after PLX (day 21) and complete repopulation three weeks after (day 40, Fig. 3k and Supplementary Fig. 7a). Although no differences were found in the long-term chimerism in tissue MF, PLX accelerated MF replacement whether administered pre- or post-transplant (Supplementary Fig. 7b–c).

To further document the potential toxicities of the developed BU + PLX regimen and the behavioral consequences of near-complete microglia replacement with MGLCs, we performed serial observations of activity, survival, and a battery of neurobehavioral tests. Consistently with TGCT individuals on PLX3397^35^, mice that received PLX3397 had well-demarcated patches of hair discoloration (Supplementary Fig. 7d). No differences were found between untreated, BU- and BU + PLX-conditioned and transplanted mice in survival or serial assessments of spontaneous locomotion (activity chamber), exploratory behavior (Y-maze), and spatial and recognition memory (novel place-novel object recognition) (Fig. 3l–p). Overall, we found that BU myeloablation combined with a short and controlled dosing of PLX3397, followed by transplantation, does not significantly impact mouse motor and cognitive function.

### MGLCs are heterogeneous and express microglia-specific genes

While transcriptional signatures that separate MGLCs and microglia have been described^18,79,80^, the single-cell heterogeneity of MGLCs engrafted in the brain following conditioning with BU + PLX3397 has not been characterized. To examine this, we performed single-cell RNA sequencing (scRNA-seq) of FACS-sorted CD45 + CD11b+ cells isolated from mice that underwent transplantation with GFP+ HSPCs and BU + PLX conditioning, and from naive mice. We compared four samples: 1) GFP + CD45 + CD11b+ (MGLCs), 2) GFP- CD45 + CD11b+ (host conditioned MG or host MG), 3) GFP + CD45 + CD11b+ from BM (BM-CD11b + ), and 4) GFP + CD45 + CD11b+ MG from age-matched untreated donor mice (naive MG, Fig. 4a, and Supplementary Table 1 lists the number of cells analyzed). To compare tissue- and ontogeny-specific signatures and heterogeneity, all four populations were first integrated and analyzed as a single dataset. The analysis showed that MGLCs mostly overlapped with host MG and naive MG while BM-CD11b+ cells clustered separately (Fig. 4b). Differential gene expression analyses showed that the CD11b+ cells within the four samples could be represented in 19 subpopulations (clusters; Fig. 4c–d and Supplementary Fig. 8a–b). MGLCs separated into six main clusters: 0 (8.5% of cells), 1 (15.3%), 2 (7.2%), 3 (10.4%), 4 (14.1%), and 5 (29.6%). Smaller subpopulations represented by clusters 7, 12, 13, and 14 comprised between 1 and 4% of MGLCs. Notably, clusters 0 to 4 were shared with host MG and naive MG, comprising 87% and 91% of cells in these samples, respectively. Cluster 5 was exclusively present in MGLCs (Fig. 4d and Supplementary Fig. 8a–b). BM-CD11b+ cells separated primarily into six subpopulations (clusters 6–11) and did not significantly share cell subsets with the brain (Fig. 4d and Supplementary Fig. 8a–b).

**Fig. 4:**
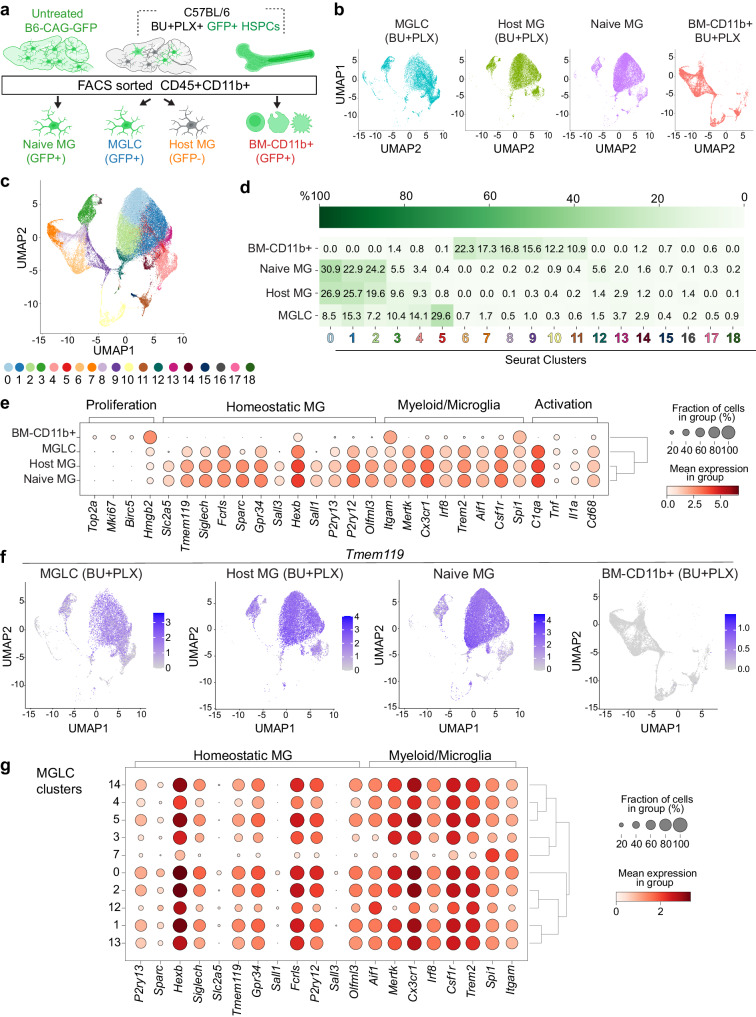
Single-cell transcriptional analyses of CD45 + CD11b+ cells from the brain and bone marrow show the heterogeneity of MGLCs and the activation of microglia genes in the brain. **a** Experimental design. Single-cell RNA sequencing (scRNA-seq) was performed on FACS-sorted CD45 + CD11b+ cells isolated from mice that underwent busulfan plus PLX3397 (BU + PLX) conditioning and hematopoietic stem and progenitor cell (HSPC) transplantation as reported in Supplementary Fig. 4. Nine months after transplant (day 270), we compared four samples: 1) GFP + CD45 + CD11b+ (MGLCs, n = 3 mice), 2) GFP- CD45 + CD11b+ (host conditioned MG or host MG, n = 3 mice), 3) GFP + CD45 + CD11b+ from bone marrow (BM-CD11b + , n = 3 mice), and 4) GFP + CD45 + CD11b+ MG from untreated age- and sex- matched donor mice (naive MG, n = 3 mice). **b** Uniform Manifold Approximation and Projection (UMAP) showing the clustering of MGLC, host MG, naive MG, and BM-CD11b + . **c**, **d** Seurat cluster analyses of MGLCs, host-MG, naive MG, and BM-CD11b+ cells. Each cluster is indicated by a color and a number. **d** Heatmap showing each sample’s mean cell fraction per cluster (n = 3 mice/sample). **e** Dot plot showing the differential gene expression of microglia signature genes in each sample (n = 3 mice/sample). The dot size indicates the percentage of cells expressing the gene in each sample/cluster, while the color scale represents the mean gene expression calculated as the mean log-normalized UMI counts for each gene of interest. Dendrograms at the right show the clustering of the samples based on the expression profiles of the depicted genes. **f** UMAP showing the expression of the microglia-specific *Tmem119* gene in each sample (n = 3 mice/sample). **g** Dot plot showing the differential expression of microglia signature genes in the MGLC clusters (n = 3 mice/sample). Source data are provided as a Source Data file. Figure 4a artwork was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

To understand and define microglia and MGLC transcriptional states, we examined the expression of signature genes reported across multiple studies^28,81–87^. BM-derived cells that engrafted in the brain activated a transcriptional signature that was distinct from BM-CD11b+ (Fig. 4e). MGLCs expressed many classical homeostatic microglia genes like *Gpr34, Hexb, Olfml3, P2ry12/13, Siglech* and, *Tmem119* though the mean expression per cell and the fraction of positive cells were generally lower than in host and naive MG (Fig. 4e–f). Similarly to host and naive MG, MGLCs also expressed other microglia markers shared among cells in the myeloid/macrophage lineages like *Aif1, Csf1r, Trem2, Mertk and Cx3cr1*, in addition to activation genes (e.g., *C1qa*, *Tnf*, *Il1a* and *Cd68*, Fig. 4e). Ontogeny-specified microglia genes like *Sall1, Sall3*, and *Sparc* were expressed in most embryonic-derived host and naive MG (>90% *Sall1*+ cells) but only in a small fraction of MGLCs (3.6 ± 0.3% *Sall1* + MGLCs, Fig. 4e), a finding consistent with previous studies^28,86^. However, we found that MGLCs expressed *Irf8* and *Spi1/Pu.1*, transcription factors that specify microglia identity during embryonic development^86,88^. *Irf8* was specifically expressed in the brain (Fig. 4e), confirming its role as a master regulator of microglia and brain macrophages^86^. At the time of the analysis (9 months after transplant), MGLCs did not express genes involved in cycling or proliferation (2 ± 0.1% *Mki67* + MGLCs, Fig. 4e), suggesting cell expansion occurs early after PLX withdrawal. The gene expression signature that comprises the microglia sensome^82^ was also expressed in MGLCs (Supplementary Fig. 8c).

Analysis of microglia gene expression in the identified clusters revealed transcriptional heterogeneity within the MGLCs (Fig. 4g and Supplementary Fig. 9a). The expression of several homeostatic microglia and myeloid/microglia genes was higher in MGLC clusters 0, 1, 2, and 5 than clusters 3, 4, 7 and 12 (Fig. 4g). Interestingly, cluster 5 (29.5% of MGLCs), which is unique to MGLCs, also expressed homeostatic microglia genes in a high fraction of cells (84 ± 2% of *Tmem119+* cells, Fig. 4g). To identify the distinguishing characteristics of MGLC cluster 5, we performed differential gene expression analysis compared to MGLC clusters 0-4. The analysis showed 226 DEGs, most downregulated and linked to immune pathways associated with different antigen responses (Supplementary Fig. 9b–c). Cluster 7 (1.7% of MGLCs) was the most divergent showing the lowest fraction of cells expressing *Irf8*, homeostatic microglia genes (e.g., *Siglech* and *Tmem119*), phagocytosis markers (*Mertk)*, and several myeloid/microglia markers (e.g., *Trem2 and Csf1r*, Fig. 4g). Multi-gene cell annotation categorized 72 ± 4% of host, 84 ± 0.6% of naive, and 31 ± 4.2% of MGLCs as homeostatic. MGLCs had the largest proportion of cells classified as anti-inflammatory (51 ± 2 .7% vs 7.5 ± 1% in naive MG and 17 ± 4% in host MG, Supplementary Fig. 9d–e). Interestingly, cluster 5 was classified as anti-inflammatory (Supplementary Fig. 9d–e).

### MGLCs upregulate genes characteristic of brain border-associated macrophages (BAM)

The brain CD11b+ population also includes CNS-associated macrophages (CAMs) which comprise brain-border-associated macrophages (BAM) and perivascular macrophages^86,89–91^. Like microglia, BAMs derive from the yolk sac (except a subpopulation of choroid plexus BAM), rely on *Irf8* and *Spi1/Pu.1*, and are long-lived^86,89^. Compared to host and naive MG, MGLCs express many BAM genes at various levels, including MHCII genes (*H2-Aa/H2-Ab1/H2-Eb1), Mrc1* (or *Cd206*), *Cd74, Axl*, *Tgfbi, Ms4a6c, Dab2, Adgre1 (or F4/80)* and *Ccr1* (Fig. 5a–b). However, several other characteristic BAM genes like *Clec10a*, *Clec4n*, *Forl2, Lyve1*, and *Cd163* were not upregulated in MGLCs, suggesting a hybrid microglia/BAM transcriptional identity. Except for *Tgfbi* and *Ccr1*, BAM genes were not enriched in BM-CD11b+ cells, suggesting brain-specific upregulation (Fig. 5a–b). Based on the expression of MHCII genes, cluster 4 can be classified as MHC^high^, clusters 12 and 13 as MHC^intermediate^, while the remaining clusters, including the most abundant MGLC cluster 5, as MHC^low^ (Fig. 5b–c).

**Fig. 5:**
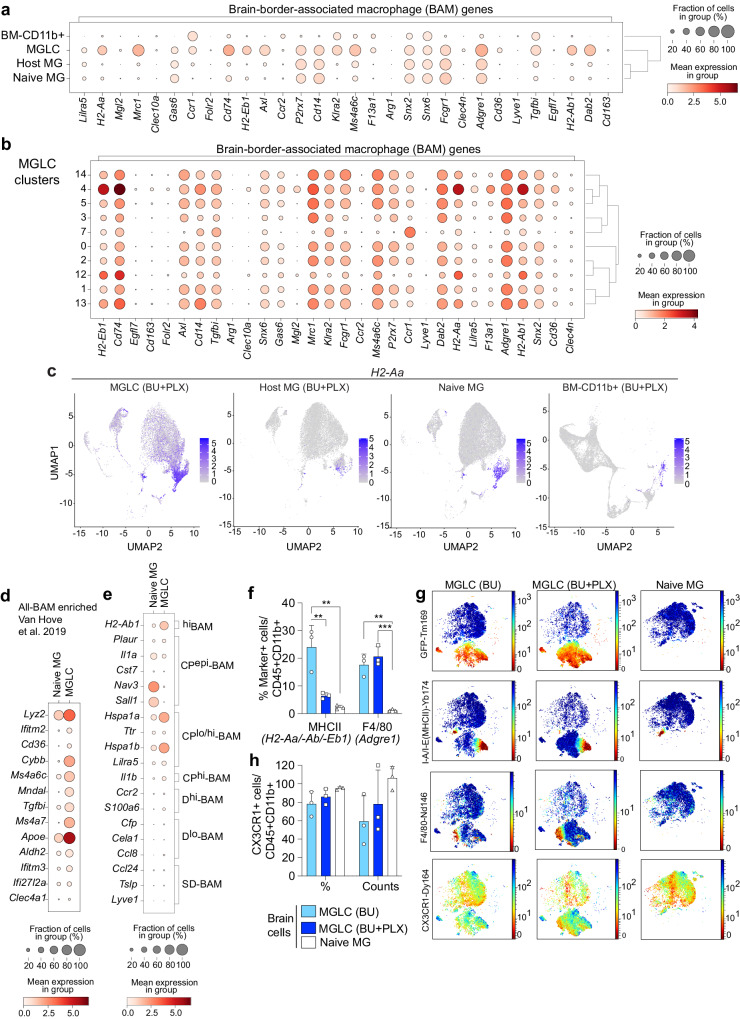
MGLCs upregulate genes characteristic of brain-border-associated macrophages (BAM). **a**–**e** Single-cell RNA sequencing (scRNA-seq) analyses of samples depicted in Fig. 4a (day 270 after transplant, n = 3 mice/sample). **a** Dot plot showing the expression of genes characteristic of brain-border-associated macrophages (BAMs) in each sample. Dot size: percentage of cells expressing the gene, color scale: mean gene expression calculated as the mean log-normalized UMI counts. Dendrograms show sample clustering. **b** Dot plot showing the expression of BAM genes in MGLCs. **c** Uniform Manifold Approximation and Projection (UMAP) showing the expression of the *H2-Aa* gene in each sample. Scale: mean gene expression (mean log-normalized UMI counts). **d** Dot plot showing the expression of BAM-enriched signature genes, reported by Van Hove et al. (GSE128855)^86^, in the MGLCs and naive MG samples (GSE261246, this work). **e** Dot plot showing expression of selected top differentially expressed genes (DEGs) among BAM subpopulations in the MGLC and naive MG samples. Dura BAM: D-BAM; subdural meninges BAM: SD-BAM; choroid plexus BAM: CP-BAM. The top ten DEGs in D-BAM, SD-BAM, and choroid CP-BAM were computed using the scRNA-seq data generated by Van Hove et al. (Macrophage aggregate, GSE128855)^86^. **f**–**h** Expression of BAM and myeloid markers evaluated by CyTOF mass cytometry in cells isolated seven months after bone marrow transplant (study depicted in Fig. 1 and Fig. 3). Groups: mice conditioned with either busulfan [MGLC (BU), n = 3] or BU + PLX3397 [MGLC (BU + PLX), n = 3] and untreated mice (naive MG, n = 3). **f** Percentage of CD45 + CD11b+ cells positive for the major histocompatibility complex (MHCII + ) and F4/80 markers (genes in brackets). **g** Optimized Stochastic Neighbor Embedding (Opt-SNE) plots showing the expression of GFP, MHCII, F4/80, and CX3CR1 in MGLCs and naive MG. **h** Fraction of CD45 + CD11b+ cells expressing CX3CR1 and CX3CR1 mean staining intensity/cell (counts). **f**, **h** Data are reported as Mean ± SD. Source data are provided as a Source Data file. Statistical analyses: **p < 0.01, ***p < 0.001, the exact p-values of all comparisons are reported in the Source Data file; one-way ANOVA with Tukey post-hoc for each marker.

The transcriptional signature of naive BAM subpopulations isolated from the dura (D-BAM), subdural meninges (SD-BAM), and choroid plexus (CP-BAM) has been characterized by Van Hove et al. with scRNAseq analyses^86^. Most BAM-enriched genes reported by ref. ^86^ were expressed at higher levels and in a larger fraction of MGLCs compared to naive MG in bulk populations (Fig. 5d). Apart from *ApoE* and *Lyz2*, which were highly expressed in all MGLC subpopulations, BAM-enriched genes were found to be expressed at varied levels and combinations in MGLCs (Supplementary Fig. 10a). To evaluate any similarities between the described BAM and MGLC subpopulations, we compared their gene expression. The results showed that although several CP-BAM genes (such as *Hspa1a* and *Hspa1b*), and to a lesser extent, D-BAM genes were enriched in MGLCs, we did not identify a signature of a specific BAM subtype (Fig. 5e and Supplementary Fig. 10b–d). Notably, CP-BAMs include a small population of *Sall1*-expressing cells residing on the apical surface of the CP epithelium (CP^epi^-BAMs)^86^. MGLC cluster 0, which contains the highest fraction of *Sall1+* cells did not exhibit a CP^epi^-BAM signature (Supplementary Fig. 10d). The expression of BAM master transcription factors in a higher fraction of MGLCs than naive MG (e.g., *Runx3* 30 ± 2% vs 2.7 ± 2% of cells, respectively, two-tailed unpaired t-test *p*-value < 0.001) together with the reduced expression of *Sall1* in most MGLCs likely contributes to their hybrid transcriptional signature (Supplementary Fig. 10e–f).

Next, we evaluated signature proteins expressed in BAMs, microglia, hematopoietic, and activated/proinflammatory immune cells in the brain and BM cells using high-dimensional CyTOF mass cytometry. The full antibody panel is listed in Supplementary Table 2. To better discriminate the phenotype of MGCLs engrafting the brain after CSF1Ri, we compared brain myeloid cells (CD45 + CD11b+) from mice treated with either BU alone, BU + PLX, and naive MG. Intracellular staining with an anti-GFP antibody was used to distinguish host cells from transplant-derived GFP+ cells. The engraftment of GFP+ MGLCs measured by CyTOF matched that measured by standard flow cytometry (83 ± 10% BU + PLX vs 34 ± 14% BU alone, Supplementary Fig. 11a). Analyses of immune cell markers by CyTOF redemonstrated the lack of infiltration of proinflammatory cells in the brain of transplanted mice (Supplementary Fig. 11b). Compared to naive MG, the fraction of MHCII + MGLC (GFP + ) was highest in the MGLCs in mice conditioned with BU alone (naive 2.5 ± 0.5% vs BU 25 ± 6.5% vs BU + PLX 6 ± 0.7%, Fig. 5f–g). This difference may be attributed to the localization of most MGLCs engrafted in mice conditioned with BU alone to the choroid plexus (Fig. 1h), where MHCII^high^ macrophages are replenished by hematopoiesis-derived cells with a fast turnover^86^. The F4/80 surface marker (encoded by the BAM *Adgre1* gene) was expressed in a higher fraction of MGLCs from both BU + PLX and BU-treated mice compared to naive MG (16-20% vs 1.1 ± 0.6%, respectively, Fig. 5f–g). The myeloid/microglia marker CX3CR1 was expressed on the surface of most MGLCs (78 ± 13% BU, 86 ± 8.5% BU + PLX) similarly to naive MG (95 ± 1.6%, Fig. 5g–h) confirming the induction of *Cx3cr1* observed by scRNA-seq in MGLCs (Fig. 4e, g).

### MGLCs do not exhibit a disease-associated microglia signature

A microglial transcriptional state defined as disease-associated microglia (DAM) has been identified in the brains of an Alzheimer’s Disease model^92^, and core genes of this signature have been reported to be upregulated in other brain diseases^93,94^. However, several genes in the DAM signature, such as *ApoE*, *Lyz2*, *Axl*, and *Ifi27l2a*, are physiologically expressed in brain macrophages. These genes can also be upregulated in microglia in response to physiological stimuli, suggesting that some DAM genes reflect normal cellular functions^81,86,95^. We found a few DAM genes upregulated in MGLCs compared to naive MG (Fig. 6a). *ApoE* and *Lyz2*, were highly expressed in all MGLC subpopulations (Supplementary Fig. 12a). However, MGLCs did not express many other well-known DAM genes such as *Itgax* (CD11c), *Spp1* and *Clec7a*^92,93^, among others (Fig. 6a). Based on studies showing physiological upregulation of core DAM genes in embryonic microglia^81^, early postnatal microglia^81,95^, and in adult BAMs in healthy mice^86^, as well as studies reporting disease-associated signatures including disease-inflammatory macrophages (DIM)^96^ and old, proinflammatory microglia^81^, we curated a list of genes that we termed D-D-BAM (Development, Disease and BAM, Supplementary Fig. 12b–c) and evaluated their expression in MGLCs. Compared to naive MG, MGLCs consistently upregulated only genes that are physiologically induced in BAMs and embryonic microglia (*ApoE*, *Lyz2*, *Ms4a7*, *Clec12a*, *Ifitm3*, and *Igf1*^86^, Supplementary Fig. 12b–c). Therefore, the BM-derived MGLCs engrafted in the brain have a hybrid transcriptional identity co-expressing homeostatic adult microglia genes, BAM, and embryonic microglia genes.

**Fig. 6:**
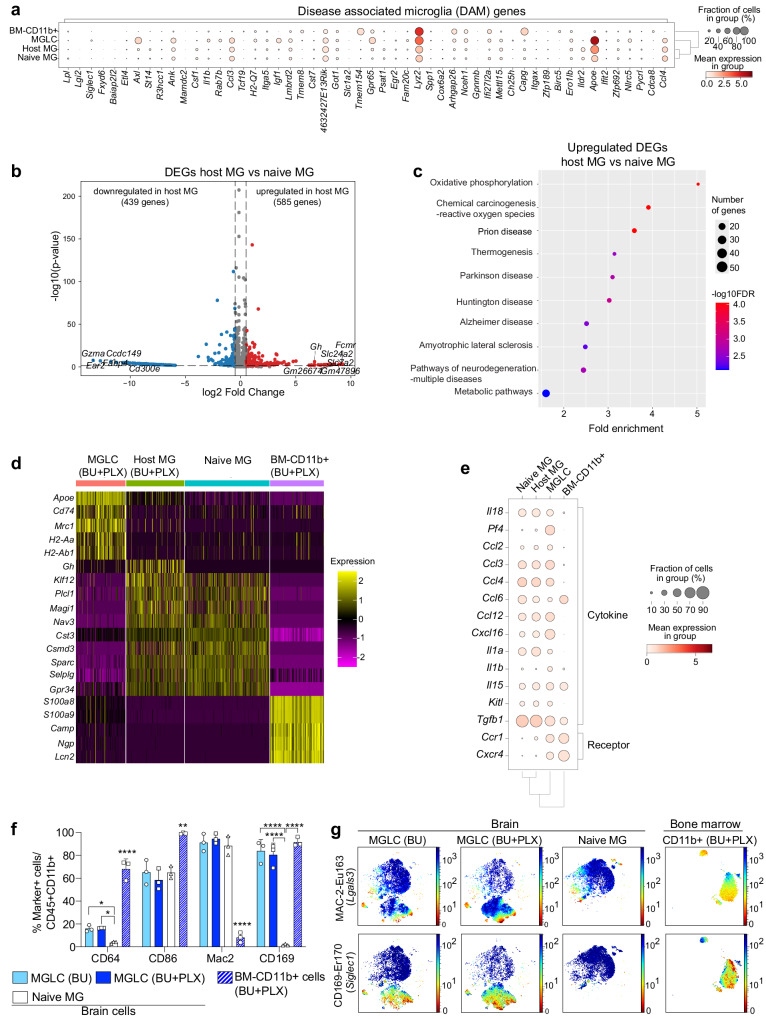
Lack of DAM signature in MGLCs and long-term alterations in host microglia induced by busulfan. **a**–**e** Single-cell RNA sequencing (scRNA-seq) analyses for samples depicted in Fig. 4a (day 270 after transplant, n = 3 mice/sample). **a** Dot plot showing the expression of disease-associated microglia (DAM) genes (≥ 3-fold upregulation in DAM vs naive microglia, Keren-Shaul, et al.^92^) in each sample. **b** Volcano plot showing the differentially expressed genes (DEGs) in host MG vs naive MG. The top 5 downregulated and upregulated gene names and *Growth hormone* (*Gh*) are indicated. **c** Pathway enrichment analyses (top ten) based on DEGs upregulated in host MG vs naive MG. Dot size: number of genes in each pathway; color scale: -log10 False Discovery Rate (FDR). FDR lower than 0.05 is considered statistically significant. **d** Heatmap showing top 5 DEGs between all samples. Scale = z-score. Each subcolumn depicts a single cell. **e** Dot plot showing the expression of genes encoding for cytokine and cytokine receptors in each sample. **f**–**g** Expression of brain-infiltrating monocyte-derived cells (MdCs) and brain-associate macrophages (BAMs) markers by high-dimensional CyTOF mass cytometry in cells isolated from brain and bone marrow (BM) of mice 7 months after bone marrow transplant. Groups: mice conditioned with either BU [MGLC (BU), n = 3] or BU + PLX3397 [MGLC (BU + PLX), n = 3 and BM-CD11b+ (BU + PLX), n = 3], untreated mice (naive MG, n = 3 mice). **f** Percentage of CD45 + CD11b+ cells positive for CD64, CD86, MAC-2, and CD169. **g** Optimized Stochastic Neighbor Embedding (Opt-SNE) plots showing the expression of MAC-2 and CD169 (gene names in brackets). **f** Data are reported as Mean ± SD. Source data are provided as a Source Data file. Statistical analyses: *p < 0.05, **p < 0.01, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **b** Wald with Benjamini–Hochberg post-hoc; **f** One-way ANOVA with Tukey post-hoc for each marker. Asterisks without comparison lines indicate a statistically significant difference between all groups/markers.

*ApoE* upregulation was also observed in host MG (2-fold increase vs naive MG, two-tailed unpaired t-test *p*-value < 0.001, Fig. 6a). To evaluate the state of the residual host MG, we performed differential gene expression analyses compared to naive MG. The analysis showed 1033 DEGs (Fig. 6b). Pathway analysis on the upregulated and downregulated DEGs showed enrichment of pathways related to cellular energetic metabolism (e.g., oxidative phosphorylation), chemotherapy-induced reactive oxygen species, DNA damage, and neurodegeneration (Fig. 6b–c and Supplementary Fig. 12d–f). Differential gene expression analysis between all samples revealed the gene encoding for Growth hormone (*Gh*) as the top DEG in conditioned host MG (Fig. 6d), likely reflecting a busulfan-induced senescent phenotype^97^.

A comprehensive analysis of cytokine genes showed no significant upregulation of other pro-inflammatory and senescent-associated cytokines in host MG (Fig. 6e and Supplementary Fig. 13a–b). MGLCs uniquely expressed the BAM cytokine gene *Pf4* (aka *CXCL4*, 64 ± 2% of MGLCs vs 5.6 ± 0.5% of naive MG, two-tailed unpaired t-test *p*-value < 0.0001) and had a higher fraction of cells expressing the anti-inflammatory *Cxcl16* gene^98^ (64 ± 6% of MGLCs vs 30 ± 3% of naive MG, two-tailed unpaired t-test *p*-value < 0.001; Fig. 6e and Supplementary Fig. 13a–b). While we cannot exclude the possibility that the enzymatic brain dissociation process activated some cytokine genes, we observed a similar expression of immediate-early genes in all samples (IEGs, Supplementary Fig. 13c)^83,95^, supporting the validity of this comparison. Analysis of cytokine and chemokine receptors revealed *Ccr1* and *Cxcr4* as two additional receptors that distinguish most MGLCs from host and naive MG upon BU + PLX conditioning (Fig. 6e and Supplementary Fig. 13d–e).

Genes primarily expressed in monocyte and dendritic cells^86,95^ were not expressed in MGLCs (Supplementary Fig. 14a–b). Compared to naive MG, only *Itgal* was expressed in a higher fraction of MGLCs (17 ± 5% vs 2.3 ± 1% respectively; two-tailed unpaired t-test *p*-value = 0.006) and was primarily found in cluster 7 (77 ± 3.4% of cells), the most divergent MGLC subpopulation (Supplementary Fig. 14a–b). Analyses of markers upregulated in brain monocyte-derived cells (MdCs)^99^, such as CD64^99^ and CD86^99^, using high-dimensional CyTOF mass cytometry, showed that their expression is highest in the BM-CD11b+ cells **(**Fig. 6f). A higher percentage of MGLCs expressed CD64 compared to naive MG (16% vs 3.7%, respectively, Fig. 6f), while no significant differences were found in the expression of CD86 (Fig. 6f). We also examined CD169 (aka siglec1) and MAC-2/LGALS3 (aka galectin 3) as they are expressed in BAM and MdCs in the adult brain^99^ but not in healthy microglia^81,92–94,100^. While the fraction of MAC-2 + CD45 + CD11b+ cells in the brain did not differ, CD169 stained most MGLCs and BM-CD11b+ cells but not naive MG, thereby constituting another MGLC-specific surface marker (Fig. 6f–g). Analysis of genes expressed in HSPCs were mostly absent in MGLCs, host, and naive MG except for *Cd48* and *Cd34* (Supplementary Fig. 14c–d).

Taken together, MGLCs engrafted in the brain of BU + PLX-conditioned mice exhibit a mixed transcriptional signature, expressing genes characteristic of homeostatic microglia, BAMs, and embryonic microglia. MGLC subpopulations can be distinguished based on the expression levels of specific gene sets. Additionally, we have identified several markers, CD169, CCR1, CXCR4, and CXCL4 (*Pf4*) that can differentiate MGLCs from host and naive MG.

### Busulfan plus PLX3397 is more effective than busulfan alone in reconstituting brain progranulin and correcting lipofuscinosis in a mouse model of CLN11/FTD

BMT/HSCT with a conditioning regimen that combines BU and CSF1Ri could be a promising treatment for progranulin (GRN) deficiency. This is because microglia and MGLCs express and secrete high levels of GRN, which can cross-correct other CNS cells (Fig. 7a–b). Moreover, the symptoms of severe GRN deficiency (CLN11) affect the CNS and retina, where high replacement of dysfunctional GRN-deficient microglia can be achieved. However, in a previous study, mice conditioned with TBI and BMT showed only partial efficacy, likely due to the low recruitment of hematopoietic cells to the brain^101^. To evaluate the effectiveness of the optimized BU + PLX conditioning in comparison with BU alone, we transplanted 2-month-old *Grn*^−*/−*^ mice^102^ with wild-type BM from CAG-GFP mice (WT BMT, Fig. 7c). Conditioned *Grn*^*−/−*^ mice transplanted with BM from *Grn*^*−/−*^ mice (KO) were used as sham controls. Four months after transplant, the donor chimerism in BM and PB was similarly high after BU and BU + PLX conditioning (>80%, Fig. 7d) but differed slightly in the spleen (70% vs 85%, respectively, Fig. 7d). The myeloid (CD11b + ) and B-cell compartments (CD19 + ) were mostly donor-derived while T (CD3 + ) and Ly6C+ cells had a higher contribution of host-derived cells (Fig. 7e–g). Compared to BU alone, PLX improved T cell chimerism in the BM and spleen while it decreased Ly6C+ chimerism in PB (Fig. 7e–g). Following BU or BU + PLX treatment and WT BMT, serum GRN levels ranged from 16% to 51% of wild-type levels, as measured by ELISA and Western blot, and there was no significant difference between the two conditions (Fig. 7h–j).

**Fig. 7:**
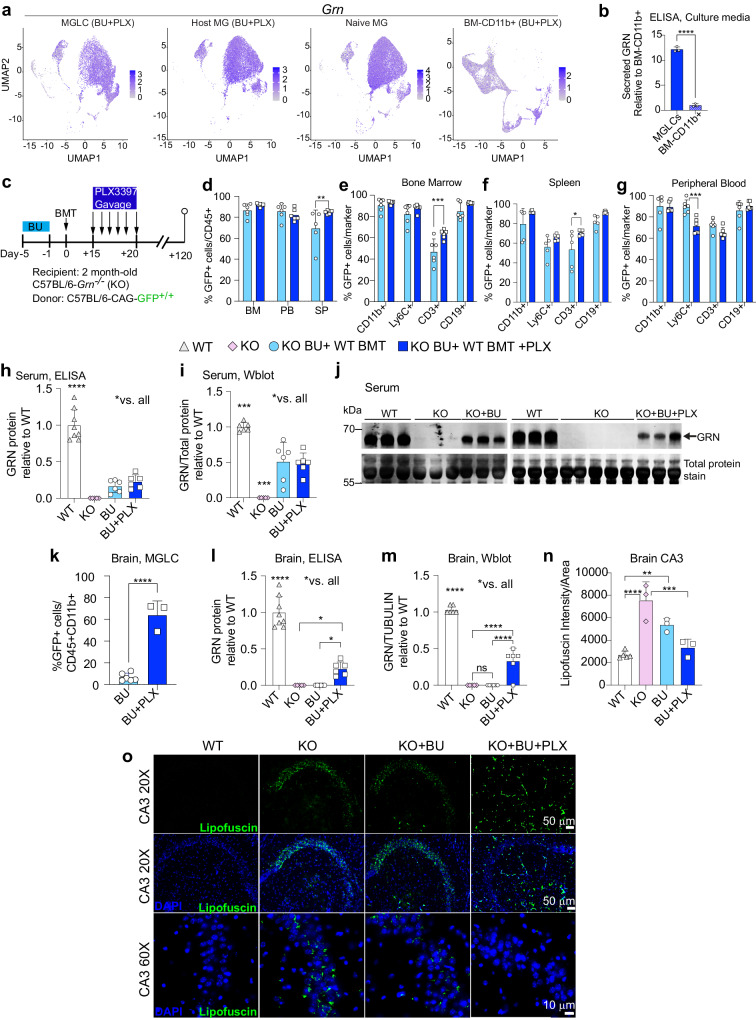
Busulfan with PLX3397 is more effective than busulfan alone in reconstituting progranulin and correcting lipofuscinosis in the brain of a mouse model of CLN11/FTD. **a** Uniform Manifold Approximation and Projection (UMAP) showing *Grn* mRNA levels in MGLCs, host MG, naive MG, and BM-CD11b+ populations (scRNA-seq study in Fig. 4a, n = 3 mice/sample). **b** GRN secretion by ELISA in the media of MGLCs and BM-CD11b+ isolated from mice conditioned with BU + PLX and cultured side-by-side (study in Fig. 4a, n = 3 mice/sample). **c** Experimental timeline: C57BL/6-*Grn*^−/−^ (KO) mice conditioned with busulfan (BU) or BU + PLX3397 (PLX) and transplanted with bone marrow from C57BL/6-CAG-GFP (WT BMT). Comparisons: wild-type C57BL/6 mice (WT, n = 8); disease controls, KO untreated (U, n = 6) or KO conditioned with BU and transplanted with KO BMT (Sham, n = 5); KO conditioned with BU and transplanted with WT BMT (BU, n = 6); KO conditioned with BU + PLX and transplanted with WT BMT (BU + PLX, n = 6). **d**–**g** Percentage of transplant-derived cells in hematopoietic compartments (BU and BU + PLX n = 6 mice/group). **h** GRN quantification by ELISA in serum [WT n = 8, KO n = 5, BU n = 6, BU + PLX n = 6]. **i**–**j** GRN quantification by Western blot in serum [WT n = 6, KO n = 5, BU n = 6, BU + PLX n = 6]. Uncropped blots are included in the Source Data file. **k** Percentage of transplant-derived MGLCs in the brain of KO mice (BU n = 6, BU + PLX n = 3). **l** GRN quantification by ELISA in brain (WT n = 8, KO n = 6, BU n = 6, BU + PLX n = 6. **m** GRN quantification by Western blot in brain (WT n = 6, KO n = 5, BU n = 6, BU + PLX n = 6). Uncropped blots are in the Source Data file. **n** Quantification of lipofuscinosis in the CA3 region (WT n = 5, KO n = 3, BU n = 3, BU + PLX n = 3). **o** Representative images of lipofuscinosis in the CA3 region (representative of n = 5 WT, n = 3 KO, n = 3 BU, n = 3 BU + PLX). Scale bars are depicted. **b**, **d**–**i**, **k**–**n** Data are Mean ± SD. Source data are provided as a Source Data file. Statistical analysis: **p < 0.01, ***p < 0.001, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **b**, **k** Two-tailed unpaired t-test; **d–i**, **l–n** One-way ANOVA with Tukey post-hoc.

Consistent with our observations in wild-type mice, brain chimerism was significantly higher in *Grn*^*−/−*^ mice conditioned with BU + PLX than in those conditioned with BU alone (64 ± 13% vs 7 ± 3%, respectively, Fig. 7k). Notably, despite similar amounts of GRN in the circulation, GRN was only detected in the brain of *Grn*^*−/−*^ mice conditioned with BU + PLX by both ELISA and Western blot (Fig. 7l–m and Supplementary Fig. 15a). Brain GRN was reconstituted between 23% to 33% of wild-type levels on average when using BU + PLX and WT BMT (Fig. 7l–m).

Studies on the brain histopathology of GRN-deficient mice have shown a late-onset appearance of several disease markers, such as microgliosis and astrogliosis (≥9–12 months of age)^44,56,102–105^. However, lipofuscin storage in the CA3 region of the hippocampus, a well-known disease biomarker, has been detected in both young and aged GRN-deficient mice^105–108^. We confirmed a significant increase in CA3 lipofuscin deposits in *Grn*^*−/−*^ compared to WT mice at six months of age (Fig. 7n–o). Notably, lipofuscin storage was cleared in *Grn*^*−/−*^ treated with BU + PLX and WT BMT, while no significant decrease was observed in *Grn*^*−/−*^ mice after BU conditioning and WT BMT (Fig. 7n–o).

### Busulfan with PLX3397 improves lipid metabolism and proteostasis in a mouse model of CLN11/FTD

We focused on the BU + PLX regimen to assess additional therapeutic outcomes due to the superior replacement of microglia, restoration of GRN, and clearance of lipofuscin achieved compared to BU alone. Consistent with observations in the brain, analyses of GRN expression in the eye also demonstrated biochemical correction (23–32% of WT, Fig. 8a–c). Proteostasis defects such as altered maturation of lysosomal proteases and accumulation of ubiquitinated proteins have been reported in young and aged *Grn*^*−/−*^ mice and in FTD-GRN individuals^54,109–111^. We confirmed an increased storage of ubiquitinated proteins and altered Cathepsin D (CTSD) maturation in brain lysates of *Grn*^−*/−*^ mice compared to WT (Fig. 8d–f). Both defects were normalized in *Grn*^*−/−*^ mice treated with BU + PLX and WT BMT (Fig. 8d–f).

**Fig. 8:**
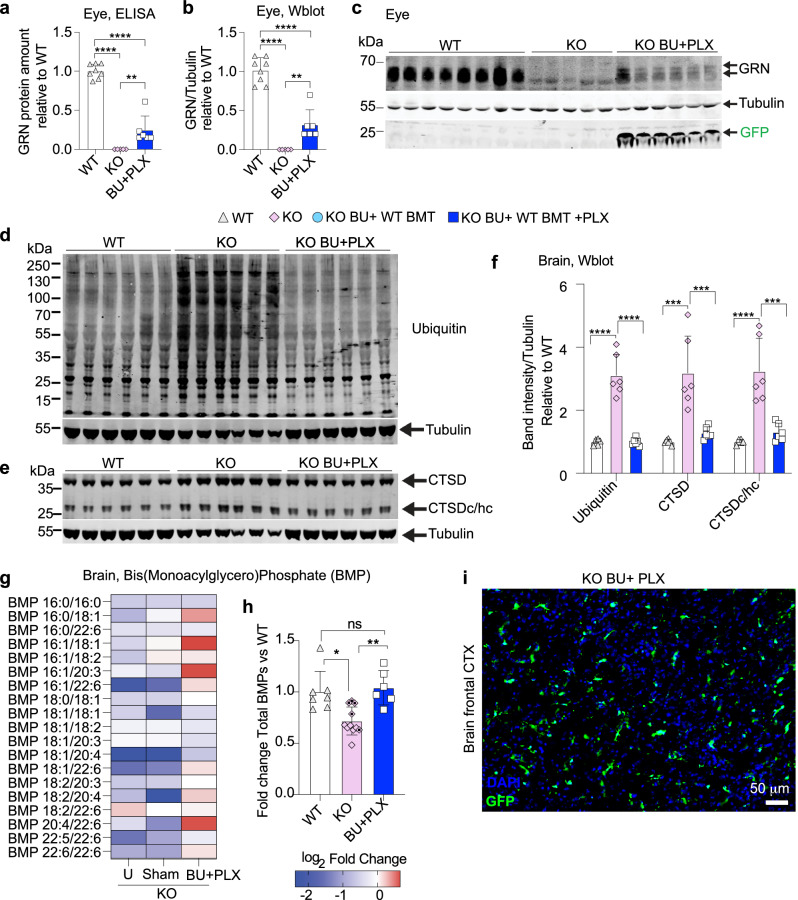
Busulfan with PLX3397 reconstitutes progranulin in the eye and improves lipid metabolism and proteostasis in the brain of a mouse model of CLN11/FTD. **a**–**i** Analysis of 6-month-old *Grn*^*−/−*^ (KO) mice and wild-type (WT) controls. The study scheme and timeline are depicted in Fig. 7c. Analyses 4 months after bone marrow transplant (BMT). **a** GRN quantification by ELISA assay in eye lysates (WT n = 8, KO n = 5, BU + PLX n = 6). **b**–**c** GRN quantification by Western blot in eye lysates (WT n = 8, KO n = 5, BU + PLX n = 6). Tubulin was used as a loading control; the anti-GFP antibody detected the GFP protein expressed by transplant-derived cells. The uncropped blot is shown in **c**. **d**–**f** Analysis of proteostasis defects in KO mice. **d**–**e** Western blot analysis of ubiquitinated proteins, Cathepsin D (CTSD), and cleaved CTSD heavy chain (CTSDc/hc) in brain lysates (WT n = 6, KO n = 6, BU + PLX n = 6). Uncropped blots are shown in **d** and **e**. Tubulin was used as a loading control. **f** Quantification of ubiquitin and CTSD bands normalized by tubulin. **g**–**h** Targeted quantification of Bis(Monoacylglycero)Phosphate (BMP) in whole brain homogenates derived from the frontal brain. BMP levels were normalized by the total amount of POPC (1-palmitoyl-2-oleoyl-sn-glycero-3-phosphocholine). **g** Heatmap showing the normalized average amounts of BMP species relative to WT mice. Absolute amounts of BMP species are reported in the Source data file. **h** Histogram showing the normalized amounts of total BMP species in control KO mice [KO Untreated (U), n = 5, and KO Sham (Sham) n = 6) and KO mice conditioned with BU + PLX and transplanted with WT BM (BU + PLX n = 6). Dotted diamonds indicate Sham KO mice. **i** Representative image of transplant-derived GFP+ cells in the frontal cortex (fCTX) of KO mice conditioned with BU + PLX. The natural GFP fluorescence is depicted. Scale bar 50 μm. The image is representative of n = 3 mice. **a**, **b**, **f** Data are Mean ± SD. Source data are provided as a Source Data file. Statistical analysis: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, the exact p-values of all comparisons are reported in the Source Data file; **a**, **b**, **f** One-way ANOVA with Tukey post-hoc; **h** Kruskal–Wallis with Dunn’s post-hoc.

Loss of GRN results in decreased lysosomal Bis(Monoacylglycero)Phosphates (BMPs), regulatory lipids required for the activation of lysosomal hydrolytic enzymes involved in the catabolism of sphingolipids such as gangliosides^44,112^. This can lead to ganglioside accumulation in lysosomes, likely contributing to the neuroinflammation and neurodegeneration observed in CLN11 and FTD-GRN. To evaluate the correction of BMP deficiency, we measured them in the frontal cerebral cortex of *Grn*^*−/−*^ mice treated with BU + PLX and WT BMT. Mass-spectrometry analyses confirmed a significant decrease in BMP levels in both sham and untreated *Grn*^*−/−*^ mice compared to WT (Fig. 8g–h). Most notably, BMP lipid metabolism was normalized in *Grn*^*−/−*^ mice receiving BU + PLX and WT BMT (Fig. 8g–h). These findings suggest that even partial reconstitution of GRN in the frontal cerebral cortex by MGLCs can restore lipid metabolism and has therapeutic benefits (Fig. 8i, Supplementary Fig. 15b–d).

To provide further evidence of phenotypic correction, we reviewed the literature to determine the deficits, timing, and magnitude of the behavioral phenotype in *Grn*^*−/−*^ mice^103,105,108,110,113,114^. Since the reported neurobehavioral phenotypes *of Grn*^*−/−*^ mice were variable, we performed serial neurobehavioral studies of *Grn*^*−/*−^ and wild-type mice every two months for 12 months. Analyses of survival, spontaneous locomotion/exploratory behavior (Activity chamber), sociability (3-chamber sociability test), spatial memory (Y-maze spontaneous alternation), associative memory (passive avoidance test), cognitive deficit (nesting), and obsessive-compulsive behavior (grooming) showed no differences between wild-type and *Grn*^*−/−*^ mice and could not be used as e read-outs of therapeutic efficacy (Supplementary Fig. 16).

In conclusion, our optimized BU + PLX conditioning regimen leads to CNS-wide engraftment of MGLCs, which can restore therapeutic levels of GRN in the brain and eyes of *Grn*^*−/−*^ mice. Partial GRN restoration in the brain is sufficient to clear pathological lipofuscin, BMP deficiency, as well as ubiquitination and CTSD maturation defects in *Grn*^*−/−*^ mice.

## Discussion

Correcting protein deficiencies in the CNS remains a significant obstacle in treating neurological diseases due to the BBB. HSCT offers a promising solution by delivering therapeutic proteins to the CNS through donor-derived hematopoietic cells that naturally home as MGLCs after conditioning the CNS. MGLC engraftment has also been documented in humans who underwent myeloablative conditioning and allogenic HSCT for cancer treatment^13,79^ or Metachromatic leukodystrophy^66,115,116^. Interestingly, microglia replacement appears to be a normal physiological process that is commandeered after conditioning. Recent reports show that bone marrow-derived myeloid cells, resembling microglia, are protective in Alzheimer’s disease patients^117^. However, despite the therapeutic implications for a pathway that allows the controlled entry of myeloid cells into the brain, little is known about the mechanisms involved in the migration and differentiation of hematopoietic-derived MGLCs in the CNS.

The low, variable, and slow-paced engraftment of MGLCs in the CNS following standard myeloablation^17–22,66^ has been a key limitation of HSCT and has prompted the use of CSF1Ri to enhance microglia depletion and cell recruitment from the BM^18,23,24,32,33,59,118^. Here, we report a highly efficient conditioning regimen based on BU and the shortest post-transplant course of CSF1Ri reported to date that results in reproducibly high (≥90%) and stable replacement of microglia by MGLCs throughout the CNS, including the neuroretina and the spinal cord. This protocol has, in principle, clinical translatability. BU is the clinical agent for neurometabolic indications of HSCT, while PLX3397 is the only FDA-approved CS1R inhibitor with available safety data. The PLX3397 dose used in our study is well below what is prescribed for patients with TGCT (humans take ~400–800 mg/day orally for repeated cycles of 4 weeks^35^, while mice take ~3 mg/day for six days). While there is no definitive evidence that PLX3397 administration depletes microglia in humans, several observations make it likely. It is well-established that it depletes CSF1R-expressing macrophages in humans and can enter the blood-brain barrier, as demonstrated in animal studies and clinical trials in patients with glioblastoma^35,119^. Additionally, individuals with genetic mutations that abolish or reduce CSF1R expression show either depleted or significantly reduced microglia^25–27^. Finally, since whole bone marrow is infrequently used as a cell source in the clinic and isolated CD34+ HSCPs are more prevalent, we also demonstrate that isolated, primitive HSPCs repopulate the CNS within a comparable timeframe as whole BM. This optimized conditioning protocol can potentially improve the efficacy of allogenic HSCT and autologous transplantation of genetically corrected HSPCs and could expand HSCT’s application to more neurodegenerative disorders.

We also demonstrate that the timing of PLX3397 administration is key to maximizing MGLC chimerism. The highest level of microglia replacement is observed when PLX3397 is administered after busulfan and 15 days post-transplantation, suggesting that maximum replacement requires full conditioning of the brain, a process that combines the myeloablative effect of BU and microglia depletion of CSF1Ri. The necessity for the pre-conditioning effect that BU has in the CNS is demonstrated by the lack of MGLC engraftment with a regimen that combines PLX3397 with non-CNS penetrant treosulfan-based myeloablation^10^. How BU pre-conditions the CNS is poorly understood, but we and others showed that it does not cause overt BBB disruption^17,120^. At similar myeloablative doses, BU alters microglia morphology and induces the expression of senescence markers while reducing their regenerative capacity^33^. Consistent with this, the optimal timing of PLX3397 administration coincides with the peak of BU-induced microglia senescence reported by ref. ^33^. The data suggest that combining microglia depletion with a proliferative impairment of the microglia niche enables the competitive engraftment of hematopoietic-derived cells into the brain^23,33^. Nevertheless, our findings show that administering PLX3397 before transplantation is superior to using BU alone, even though it is less effective. The pre-transplant PLX3397 regimen could be preferable for diseases where lower than 80–90% microglia replacement is sufficient to achieve a therapeutic effect.

Another limitation of HSCT with standard conditioning is its slow repopulation kinetics and delayed therapeutic onset in humans and mice^17–22,66^. This is particularly problematic for fast-progressing neurological diseases like infantile-onset Krabbe and other sphingolipidosis^19,20,22^. Using standard conditioning protocols, it takes 45 days for MGLCs to be detected in the mouse brain after transplantation, and it can take months for them to replace a small fraction of the microglia niche^18^. Our studies show that adding CSF1Ri leads to much faster microglia replacement by MGLCs. In mice treated with the combination regimen, repopulation surpassed BU alone on day 21 (17 days post-HSCT) and achieved peak repopulation (~90%) by day 40 post-HSCT, which remained stable after nine months. This rapid microglia replacement allows for quicker delivery of therapeutic proteins and may prevent disease progression.

Post-transplant administration of PLX3397 at a 100 mg/kg/day dose for six days did not cause additional toxicities in mice conditioned with BU. These mice exhibited the same survival, spontaneous locomotion, exploratory behavior, and spatial and recognition memory as mice conditioned with BU alone. Despite reports on long-term effects of CSF1Ri on hematopoietic lineages (particularly for PLX5622)^34,72^ and the reported lack of receptor selectivity of PLX3397^35^, we did not observe significant adverse effects on hematopoietic reconstitution after a short course of PLX3397. Although PLX3397 inhibited KIT and FTL-3 receptors in vitro^121^, our data suggest a lack of functional impact in vivo in the transplantation setting. As both KIT and FLT-3 are required for hematopoietic stem cell (HSC) survival and differentiation, and anti-KIT therapies are being used to deplete HSCs^122,123^, the unaffected hematopoiesis and the lack of engraftment of donor cells in mice treated with PLX3397 alone suggest normal receptor function in HSCs. Ultimately, the inhibitor used, its receptor specificity, the total dose, the route of administration, and the treatment course may account for discrepancies in toxicity, highlighting the need to limit dose and exposure time.

In addition to MG replacement, there is significant therapeutic potential for replacing tissue macrophages (MF) and using these cells to deliver therapeutic proteins to tissues such as the heart, lungs, and liver. In theory, a conditioning protocol that includes CSF1Ri could deplete tissue MF and improve the replacement of these cells after transplantation. By investigating the reconstitution of tissue MFs in various organs, we found that while the total engraftment of donor-derived MF was similar in mice treated with BU-PLX and BU alone, the addition of PLX3397 accelerated their repopulation. Interestingly, PLX3397 speeded MF replacement, whether administered post-transplant or concurrently with myeloablation. This suggests that recruitment mechanisms differ between the CNS and periphery and tissue MF replacement protocols could be further optimized for reduced toxicity.

While transcriptome analyses have reported differences in gene expression between MGLCs and developmentally specified microglia^18,79,80^, the single-cell heterogeneity of MGLCs following conditioning with BU + PLX3397 had not been appreciated. Consistent with previous studies, we found that BM-derived cells that engraft in the brain activated a transcriptional signature that was quite distinct from BM-CD11b+ cells and found no shared cell populations between cells in the BM and MGLCs, supporting the idea that environmental signals have a major role in dictating cell fate^28^. The MGLC population can be categorized into six main subpopulations based on differential gene expression. Notably, most MGLCs could be categorized as homeostatic (31% of cells) and anti-inflammatory (51% of cells). We show that MGLCs acquire a hybrid homeostatic microglia/BAM/embryonic microglia signature. Most MGLC subpopulations express genes commonly enriched in BAMs. While MGLCs cannot be categorized into specific BAM subtypes^86^, they shared more genes with CP-BAM and D-BAM than SD-BAM. Notably, although the BAM-characteristic MHCII genes were induced in all MGLC subpopulations, the expression of MHCII on MGLCs was higher following conditioning with BU alone. This finding may be attributed to the rapid turnover of hematopoietic-derived MHC^high^ macrophages in the choroid plexus^84^, where most BU-induced MGLCs localize. Another possibility is that MHCII^high^ MGLCs are induced in response to the high fraction of senescent host microglia that persists in the brain following BU if not cleared by PLX3397^33^. All MGLC populations showed increased expression of *ApoE* and *Lyz2*, which are increased in both BAMs and embryonic E14.5 microglia^81,86^.

As observed in other studies, MGLCs typically exhibit minimal or no expression of the ontogeny-specified transcriptional repressors *Sall1* and *Sall3*, which may contribute to their hybrid transcriptional state. However, we identified a small fraction of MGLCs expressing *Sall1* (3.6%). These cells are primarily found in MGLC cluster 0 and co-express genes typical of BAMs and homeostatic microglia. Cluster 0 also expressed genes enriched in CP^epi^-BAMs, which normally express *Sall1*. Whether *Sall1* + MGLCs localize to the apical surface of the CP epithelium like CP^epi^-BAMs remains to be investigated. We also report a specific induction of the *Irf8*, a master transcriptional regulator of microglia and macrophages in the brain, which, together with *Pu.1*, specifies the identity of microglia cells during embryonic development^86,88^. A fraction of MGLCs also showed increased expression of BAM master transcription factors *Runx3* and *Bcl3*, further supporting the mixed BAM-microglia gene signature. The hybrid transcriptional profile likely reflects differences in chromatin accessibility at these various loci established earlier during the development of microglia and the hemopoietic cells that repopulate the CNS postnatally. Although the precise functional consequences of this hybrid phenotype need investigation, our behavioral data, the long-term outcomes of patients who have undergone transplantation, and recent studies reporting the presence of bone-marrow-derived myeloid cells in the aging and AD brain^117^, suggest MGLCs can functionally replace microglia.

The signaling pathways involved in the migration, recruitment, and differentiation of hematopoietic-derived MGLCs in the CNS were unknown. Here, we report several cytokines induced in the brain early after CSF1Ri. CSF1R ligands CSF1 and IL34 were transiently increased and may signal an empty microglia niche to induce the proliferation of the endogenous repopulating pool. CSF1 is primarily expressed in astrocytes, oligodendrocytes, and microglia, while IL34 in neurons^124,125^. Several myeloid chemokines (CCL2, CCL3, CCL4, CCL7, and CCL11) were also transiently induced after PLX3397 withdrawal and may represent signals for the recruitment, expansion, or maturation of MGLC progenitors in the brain. Interestingly, a transient increase in SDF-1/CXCL12, a CXCR4 ligand known to mobilize HPSCs^68^, may also synergistically contribute to the overall CNS repopulation by transplant-derived cells. We found no induction of cytokines observed in immune-derived inflammatory processes^69,70^. Together, the data suggest a highly regulated effort to repopulate and replenish the depleted microglial niche by combining myeloid proliferative and chemoattractant signals. While it is probable that the recruitment effort is led by non-microglial cells such as neurons, astrocytes, and oligodendrocytes, further investigation is required to determine the specific contributions of each cell type.

After exposure to myeloablative doses of busulfan, residual host microglia show transcriptional differences from naive microglia that persist long-term. Being an alkylating drug, busulfan results in DNA damage and replicative senescence^33,126^. Consistent with this, our data shows alterations in genes regulating cellular metabolism, oxidative stress, DNA damage responses, and neurodegeneration pathways, with growth hormone (*Gh*) as a top differentially expressed gene likely linked to a busulfan-induced senescent phenotype^97^. These findings are particularly relevant for understanding the effects of busulfan conditioning and HSCT in the clinical setting.

As the rapid and robust repopulation of the CNS by transplant-derived cells could have important therapeutic implications, we also proved the therapeutic efficacy of the approach in a mouse model of GRN deficiency. In humans, GRN deficiency causes a spectrum of neurodegeneration ranging from childhood-onset (CLN11) to adult-onset disease (GRN-FTD), both of which lack effective treatments. Unlike BU alone, BU + PLX resulted in high engraftment of GFP+ MGLCs in the brain and retina, leading to GRN reconstitution in these tissues in a *Grn*^−/−^ mouse. Although GRN was only partially reconstituted, it was sufficient to correct multiple disease biomarkers, including lipofuscinosis, protein ubiquitination, CTSD maturation defects, and anionic lipid deficiency. Transplantation also partially reconstituted GRN in the blood, suggesting therapeutic effects in peripheral organs. In the periphery, both conditioning regimens, BU and BU + PLX, resulted in similar levels of GRN reconstitution, but only BU + PLX impacted the CNS. These data demonstrate that CNS-wide microglia replacement by GRN-secreting MGLCs is necessary to provide therapeutic benefits in GRN-deficient mice following BMT. Interestingly, MGLC engraftment in the CNS of *Grn*^*−/−*^ mice was lower than in wild-type recipient mice. This could reflect disease-specific differences in response to conditioning, implying optimization might be required for every indication. These results provide pre-clinical proof-of-concept for the efficacy of a microglia replacement therapy for CLN11/FTD-GRN. The future clinical translation of this approach could be enhanced by developing autologous transplantation methods. These approaches could mitigate risks while enabling the supraphysiological expression of GRN, thereby improving therapeutic effectiveness.

## Methods

### Mouse experimentation

Mice were housed in a 12-h dark/light cycle, temperature- (20–22 °C) and humidity (30–70%) -controlled environment with pressurized individually ventilated caging, sterile bedding, and unlimited access to sterile food and water in the animal facilities at Stanford University. All experiments were performed in accordance with the National Institutes of Health institutional guidelines and were approved by the Stanford University Administrative Panel on Laboratory Animal Care (IACUC 33365). Experiments included male and female mice based on availability from the vendor or colony. Data from both sexes were reported together, and no analyses were performed based on sex, as we did not observe any sex-dependent impact on microglia replacement following conditioning with busulfan plus PLX3397 (Fig. 1e; the Source Data file includes sex-disaggregated data). At the end of each study, mice were deeply anesthetized using a mixture of Ketamine/Xylazine (80 mg/kg Ketamine/16 mg/kg Xylazine, intraperitoneal) and were perfused transcardially with 1X phosphate-buffered saline (PBS-1X, Fisher Scientific 10-010-023). Mice were euthanized by exsanguination while deeply anesthetized.

### Mouse conditioning

Adult (8–12-week-old) C57BL/6 J mice (Jax strain #000664) were conditioned with busulfan (Sigma-Aldrich 14843), total body irradiation (TBI), or treosulfan (MedChemExpress HY-16503). Busulfan was administered intraperitoneally at a dose of 25 mg/kg/day for either 4 days (total dose 100 mg/kg) or 5 days (total dose 125 mg/kg) before transplant, as detailed in each study. Treosulfan was administered intraperitoneally at a dose of 1 g/kg/day (500 mg/kg/dose, twice a day) for 5.5 days (total dose 5.5 g/kg) before transplant. Total body irradiation (TBI, 10 Gy, Kimtron IC-250) was performed 24 hours before the transplant. PLX3397 (Pexidartib, MedChemExpress HY-16749) was administered via gavage (100 mg/kg/day). The PLX3397 powder was resuspended in 100% DMSO and stored in aliquots at −80 °C; for administration the PLX3397 stock was diluted in a 1:1 mixture of Poly(ethylene glyco) Mn 400 (PEG400, Sigma-Aldrich 202398) and 1X Phosphate Buffered Saline pH 7.4 No Calcium/No Magnesium (abbreviated as PBS-1X, Fisher Scientific 10-010-023). The timing of administration and treatment duration is detailed in the figure legend. The optimal PLX3397 conditioning regimen for microglia replacement consisted of administering the drug 15 days after bone marrow transplant by oral gavage for 6 days (600 mg/kg, 100 mg/kg/day).

### Transplantation of total bone marrow

Bone marrow was harvested from adult (7–12-week-old) C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567) and transplanted in sex-matched adult (7–12-week-old) C57BL/6 J mice (Jax strain #000664). In one study total bone marrow harvested from adult (15 week-old) hemizygous B6.Cg-Tg(CAG-mRFP1) mice (ubiquitously expressing RFP, Jax strain #005884) was transplanted in sex-matched adult (26-week-old) heterozygous B6.129P2(Cg)-Cx3cr1tm1Litt/J mice (expressing GFP from the mouse *Cx3r1* locus, Jax strain #005582). Total bone marrow cells were isolated by flushing femurs and tibiae with PBS-1X (Fisher Scientific 10-010-023) supplemented with 4 U/mL Heparin (Sigma-Aldrich H3149-500KU). After flushing the bone marrow cells were filtered using a 30 μm cell strainer, washed twice with PBS-1X and injected in total volume of 100 μL of PBS-1X (1.5 × 10^8^ cells/mL). Mice were transplanted 24 hours after conditioning with busulfan, treosulfan, or TBI with intravenous injection of total bone marrow cells in the retro-orbital sinus (1.5 × 10^7^ cells/mouse).

In one study eight-week-old B6(Cg)-Grntm1.1Aidi/J mice (Jax Strain #013175, abbreviated as *Grn*^*−/−*^ or KO) were conditioned with busulfan (125 mg/kg, day −5 to 0; n = 17, 9 males and 8 females) and transplanted the day after with total bone marrow (BM) harvested either from age and sex-matched KO mice (Sham control mice n = 5, 3 males and 2 females) or from age and sex-matched adult C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567; n = 12, 6 males and 6 females). Half of the *Grn*^*−/−*^ mice conditioned with busulfan and transplanted with wild-type GFP+ bone marrow received PLX3397 by oral gavage 15 days after transplant (600 mg/kg, 100 kg/day; n = 6, 3 males and 3 females). Age-matched untreated *Grn*^*−/−*^ mice (n = 6, 3 males and 3 females) and wild-type C57BL/6 J mice (Jax strain #000664, n = 10, 5 males and 5 females) were used as disease and healthy controls, respectively.

### Systemic transplantation of Lineage negative, KIT + SCA-1 + HSPCs expanded in culture

Lineage negative (Lin-) KIT + SCA-1+ (LKS) HSPCs were isolated from 12-week-old female C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567) and cultured based on a published method^127^. Briefly, KIT+ cells were purified from total bone marrow (isolated as described above) using anti-KIT/CD117 microbeads and following the manufacturer’s instructions (Miltenyi Biotec 130-097-146). Purified KIT+ cells were plated in cell bind plates (Costar 3337) at 5.5 × 10^5^ cells/mL and cultivated for 14 days in F12 media (Gibco 11765-054) supplemented with 100 ng/mL mouse TPO (Peprotech 315-14), 10 ng/mL mouse SCF (Peprotech 250-03), 0.1% Polyvinyl alcohol (PVA, Sigma-Aldrich P8136), 1% HEPES (Gibco 15630-080), 1% ITS-X (Gibco 51500-056) and 1% Penicillin-Streptomycin-Glutamine (Gibco 10378-016). LKS HSPCs were maintained at 37 °C, 5% CO_2_ and 5% O_2,_ half media changes were performed thrice a week. Bulk LKS HSPCs (5.5 × 10^5^ cells/mouse) were transplanted at culture day 14 into 8-week-old female C57BL/6 J mice (Jax strain #000664). Flow cytometry was used to evaluate the fraction of LKS HSPCs in culture at day 7, 11, and 14 using the following antibodies: anti-mouse CD45 PE-Cy7 (clone 30F11 Biolegend), anti-mouse SCA-1/Ly-6A/E PE (clone D7 Thermo Fisher Scientific), anti-mouse KIT/CD117 APC (clone 2B8 Thermo Fisher Scientific), anti-mouse CD3 PB (clone 17A2, BioLegend), anti-mouse TER-119 PB (clone TER-119 Thermo Fisher Scientific), anti-mouse Ly6C PacBlue (clone HK1.4 BioLegend), anti-mouse B220 PacBlue (clone RA3-6B2 Biolegend), eFluor™780 (Thermo Fisher Scientific 65-0865-18) was used as viability dye. Further details on primary antibodies used in this study are included in Supplementary Table 3.

### Intracerebroventricular transplantation of Lineage negative HSPCs

Lineage negative (Lin-) HSPCs were isolated from the whole bone marrow of 8-12-week-old C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567) using the Mouse Lineage Cell Depletion Kit (130-090-858 Miltenyi Biotec) and transplanted in sex-matched 8–12-week-old C57BL/6 J mice (Jax strain #000664). Immediately after the purification, Lin- HSPCs were resuspended in PBS-1X at a concentration of 2 × 10^7^ cells/mL and kept on ice while injected in the mouse lateral ventricle using a stereotactic apparatus. A total of 5 μL/ventricle were injected (1 μL/min) to have a total dose of 1 × 10^5^ cells/ventricle.

### Flow cytometry analyses of cells isolated from mouse tissues

Mice were euthanized at various time points to analyze donor chimerism in tissues. Mice were deeply anesthetized using a mixture of Ketamine/Xylazine (80 mg/kg Ketamine/16 mg/kg Xylazine, intraperitoneal) and peripheral blood (PB) was collected using heparinized capillaries (Fisher Scientific, 22-260950) in PBS-1X supplemented with 10 mM EDTA pH 8.0 (Thermo Fisher Scientific 15-575-020), then, peritoneal cells were collected by washing the peritoneal cavity with 4 mL of PBS-1X. Femurs and tibiae, spleen, brain, liver, heart, lung, and eye were collected after the transcardial perfusion of the anesthetized mice with PBS-1X. Erythrocytes in PB were precipitated using 2% Dextran (Spectrum Chemical D1004) in PBS-1X and the supernatant was collected in 5 mL of FACS-BL buffer [PBS-1X supplemented with 5% Fetal Bovine Serum (FBS, Thermo Fisher Scientific 16000069, and 1% BSA fraction V (Sigma-Aldrich 10735078001)]. Peripheral blood mononuclear cells (PBMCs) were obtained by centrifugation at 400 g for 5 minutes. Bone marrow cells (BM, from femurs and tibiae) and splenocytes (SP) were extracted in RPMI (Thermo Fisher Scientific 61870127) supplemented with 10% FBS, 4 U/mL Heparin (Sigma Aldrich H3149-500KU) and 0.2 U/mL Deoxyribonuclease I (Worthington Biochemical Corporation LS002007) and, filtered using a 30 μm cell strainer.

Erythrocytes were lysed using the RBC lysis buffer (Thermo Fisher Scientific 00-4333-57). After RBC lysis the cells were washed and resuspended in FACS-BL buffer and kept on ice for the following procedures. For flow cytometry staining, cells were resuspended in 1% vol/vol Mouse BD Fc Block™ (clone 2.4G2 BD Biosciences) 10 minutes and stained in the dark for 30 min using the following antibodies: anti-mouse CD45 PE-Cy7 (clone 104 Thermo Fisher Scientific), anti-mouse CD45 PE-Cy7 (clone 30F11 Biolegend), anti-mouse/human CD11b-PE (clone M1/70 BioLegend), anti-mouse/human TER-119 PE-Cy5 (clone TER-119, Thermo Fisher Scientific), anti-mouse Ly6C BV605 (clone AL-21 BD Biosciences), anti-mouse CD3 APC (clone 17A2 Thermo Fisher Scientific), anti-mouse CD19 PB (clone 6D3 BioLegend); anti-mouse Ly6G PE (clone 1A8 Biolegend), anti-mouse CD41 PacBlue (clone MWReg30 BioLegend), anti-mouse CSF1R-APC (clone AFS98, eBioscience); eFluor™780 (Thermo Fisher Scientific 65-0865-18) was used as a viability dye. After staining, cells were washed and resuspended in FACS-BL buffer. For absolute cell quantification, 50 uL of absolute counting beads (Life Technologies, C36950) were added to the stained cells in a fixed ratio, following the manufacturer’s guidelines. Stained cells were acquired using CytoFLEX and CytExpert Software (Beckman Coulter) and sorted using a MA900 Multi-Application Cell Sorter and MA900 Software (Sony Biotechnology). Flow cytometry data were analyzed using FlowJo software (FlowJo, LLC).

### Microglia and macrophage isolation

Isolation of brain microglia was performed using a modified version of a reported method^128^. The brain was minced in ice-cold HBSS 1X (Thermo Fisher Scientific 14185052), the pieces were collected by centrifugation at 400 g for 5 minutes and digested using the NTDK Neural Tissue Dissociation Kit (P) (Miltenyi Biotec 130-092-628) for 30 minutes following the manufacturer’s guidelines. Digested samples were quenched using ice-cold HBSS 1X and filtered through a 70 μm cell strainer, resuspended in ice-cold 33% isotonic Percoll PLUS (GE Healthcare GE17-5445-01) and spun at 700 g for 15 minutes at 4 °C (brake 3) for myelin removal. The cell pellet was washed with ice-cold FACS-BL and kept on ice for downstream procedures.

To isolate macrophages from liver, heart and lung the organs were minced and digested in 2 mL of HBSS 1X buffer supplemented with 0.125 mg/mL Liberase TM (Sigma-Aldrich 05401119001), 0.5 mg/mL Collagenase type II (Sigma-Aldrich C6885) and 0.3 mg/mL Deoxyribonuclease I (Worthington Biochemical Corporation LS002007) at 37 °C for 30 minutes, then filtered through 100 μm cell strainer (liver and lung) and 40 μm cell strainer (heart), resuspended in ice-cold 33% isotonic isotonic Percoll PLUS (GE Healthcare GE17-5445-01) and spun at 700 g for 15 minutes at 4 °C (brake 3) for fat tissue removal. The cell pellet was then washed with ice-cold MACS buffer [PBS 1x, 0.5 % bovine serum albumin fraction V (Sigma-Aldrich 10735078001) and 0.002 mM EDTA pH 8.0 (Thermo Fisher Scientific 15-575-020)], spun at 400 g for 5 minutes at 4 °C and kept on ice for the following procedures.

For flow cytometry staining, microglia and macrophages cells were resuspended in 1% vol/vol Mouse BD Fc Block™ (clone 2.4G2 BD Biosciences) 10 minutes and stained in the dark for 30 min using the following antibodies: anti-mouse CD45 PE-Cy7 (clone 30F11 Biolegend), anti-mouse/human CD11b-PE (clone M1/70 BioLegend), anti-mouse/human TER-119 PE-Cy5 (clone TER-119, Thermo Fisher Scientific), anti-mouse Ly6C BV605 (clone AL-21 BD Biosciences), anti-mouse CD3 APC (clone 17A2 Thermo Fisher Scientific), anti-mouse CD19 PB (clone 6D3 BioLegend); eFluor™780 (Thermo Fisher Scientific 65-0865-18) was used as a viability dye. After staining, cells were washed and resuspended in FACS-BL buffer. Stained microglia and macrophages were acquired using CytoFLEX and CytExpert Software (Beckman Coulter). Microglia was sorted using a MA900 Multi-Application Cell Sorter (Sony Biotechnology). Flow cytometry data were analyzed using FlowJo software (FlowJo, LLC).

### Microglia-like cell and bone marrow CD11b+ cell cultures

After flow cytometry staining and FACS sorting, as described above, transplant-derived GFP + CD45 + CD11b+ cells isolated from either brain or bone marrow and were seeded in tissue-culture treated 48-well plates (3 × 10^5^ cell/well, Fischer Scientific FB012930) in complete culture media [DMEM/F12-Hepes (Thermo Fisher Scientific 11330032) supplemented with 10% fetal bovine serum, 40 ng/mL mouse GM-CSF (Peprotech 315-03), 100 mg/mL mouse CSF1 (Peprotech 315-02), 1% Penicillin-Streptomycin-Glutamine]. The cells were cultured at 37 °C, 5% CO_2_ and 5% O_2_, half media change media was performed thrice a week. After 11 days the complete culture media was replaced by serum-free media for 72 hours (DMEM/F12-Hepes supplemented with 40 ng/mL mouse GM-CSF, 100 mg/mL mouse CSF1, 1% ITS-X, 1% Penicillin-Streptomycin-Glutamine). Culture media collected on day 14 was used to measure mouse GRN by ELISA assay (progranulin mouse ELISA Kit, AdipoGen AG-45A-0019YEK-KI01).

### Histological analyses

Brain, liver, and eye were collected from mice following transcardial perfusion with cold PBS-1X followed by overnight fixation in paraformaldehyde solution 4% in PBS (Santa Cruz Biotechnology sc-281692). Fixed samples were washed once with PBS-1X and transferred to a sucrose solution 30% in PBS overnight for cryoprotection, embedded in Tissue-Tek optimal cutting temperature compound (OCT, Fisher Scientific 4585), and cut (20 μm sections) on a cryostat (Leica, Wetzlar, Germany, CM3050). Tissues and serial sections were stored at −20 °C until further use. To image transplant-derived GFP+ cells in the brain, spinal cord, retina, and liver the slides were washed once in in PBS-1X + 1 mM CaCl_2_ + 0.5 mM MgCl_2_ (abbreviated as PBS-1X + +) counterstained with Hoechst 3342 diluted 1 to 1000 in PBS-1X (Thermo Fisher Scientific PI62249), and mounted in Aqua Poly/Mount (Polysciences 18606-20) for fluorescent microscopy. The number of GFP+ cells in the retina was counted using 20X composite images of a whole retinal section (nasal-temporal). The slides were de-identified before and after image acquisition to ensure unbiased quantification. For immunofluorescence staining, slides were washed in PBS-1X + + to remove excess OCT. Sections were blocked and permeabilized in PBS-1X + + containing 0.2 % Triton X-100 (Sigma Aldrich T8787) and 10% normal goat serum or normal donkey serum (NGS or NDS, respectively; Sigma-Aldrich G9023 and Jackson ImmunoResearch 017-000-121) for 1 h at 25 °C. Primary antibodies were incubated overnight in PBS-1X + + with 5% NGS/NSDS at 4 °C. Secondary antibodies were incubated in PBS-1X + + with 5% NGS/NDS 90 minutes at 25 °C. Slides were then washed in PBS-1X + +, counterstained with Hoechst 3342 diluted 1 to 1000 in PBS-1X (PI62249 Thermo Fisher Scientific), and mounted in Aqua Poly/Mount (Polysciences 18606-20) for fluorescent microscopy. To stain microglia and myeloid cells, we used a rabbit anti-mouse IBA-1 antibody diluted 1 to 100 (AB 8395040 FUJIFILM Wako Pure Chemical Corporation) and a secondary Goat anti-rabbit Alexa Fluor 555 antibody diluted 1:500 (A21428 Thermo Fisher Scientific). To stain liver macrophages, we used a rat anti-mouse F4/80 antibody diluted 1 to 100 (clone BM8.1 Cell Signaling Technology) and a secondary Donkey anti-rat Cy3 antibody diluted 1:500 (P189CMI Fisher Scientific).

To measure lipofuscin storage (lipofuscinosis) brain slides were washed in PBS-1X, counterstained with Hoechst 3342 diluted 1 to 1000 in PBS-1X (PI62249 Thermo Fisher Scientific), and mounted in Aqua Poly/Mount (Polysciences 18606-20) for fluorescent microscopy. Further details on primary antibodies used in this study are included in Supplementary Table 3. Auto-fluorescent lipofuscin granules were imaged at 20X magnification in the CA3 region of the brain, where lipofuscinosis was evident in *Grn*^*−/−*^ mice. Non-saturated autofluorescence images were taken at the same exposure from all brain sections for quantification. The lipofuscin autofluorescence was quantified with ImageJ and normalized by the selected area. The slides were de-identified before and after image acquisition to ensure unbiased quantification. All images were visualized and acquired using an all-in-one Fluorescence Microscope BZ-X800 and BZ-X800 sofware (Keyence, Itasca).

### Cytokine measurement in whole brain lysates and plasma

Ten/thirteen-week-old C57BL/6 mice were conditioned with busulfan (100 mg/kg, n = 12; 25 mg/kg/day, from day −1 pre-transplant to day -4 pre-transplant) or left untreated (Untreated, n = 3). Fifteen days after bone marrow transplant (BMT) the busulfan-conditioned mice (n = 12) received PLX3397 (Pexidartib, MedChemExpress HY-16749) via oral gavage for six days (100 mg/kg/day). Mice were euthanized at 1, 4, 8 and 21 days after PLX3397 conditioning (n = 3 mice/day). Upon anesthesia (Ketamine 80 mg/kg/Xylazine 16 mg/kg) blood was collected in Safe-T-fill Dipotassium EDTA tubes (RAM Scientific 077053), and plasma was separated by centrifugation at 200 × g for 10 min. After blood collection, the mice were transcardially perfused with PBS-1X. Brains were dissected and one sagittal half/brain was snap-frozen in liquid nitrogen for cytokine analyses, while the other half was used for flow cytometry analyses. For cytokine analyses the frozen brains were lysed in RIPA Lysis buffer 1X (G Biosciences 786-489) supplemented with a protease inhibitor cocktail (Complete, Sigma-Aldrich 11836153001). Brain protein concentration was normalized using the BCA protein assay kit (Thermo Fisher Scientific 23223). Mouse cytokines were quantified using the Immune Monitoring 48-Plex Mouse ProcartaPlex Panel (EPX480-20834-901, Thermo Fisher Scientific). Luminex assay was performed at the Human Immune Monitoring Center (HIMC, Stanford University School of Medicine, Stanford, CA, USA). Plasma samples were diluted 3 folds with PBS-1X and run in duplicate. Whole brain lysates, normalized to 5 mg/mL were run undiluted, in duplicate. ELISA assay was used to measure IL34 (DY5195-05, Mouse IL-34 DuoSet ELISA, R&D Systems) and SDF-1/CXCL12 (DY460, Mouse CXCL12/SDF-1 DuoSet ELISA, R&D Systems) cytokines in brain lysates following the manufacturer’s instructions.

### Behavior study in wild-type mice and *Grn*^*−/−*^ mice

Mice were group housed under reversed light cycle (8:30 am Light OFF-8:30 pm Light ON) and behavior was tested during the animal dark cycle at the Stanford’s Behavioral and Functional Neuroscience Laboratory (SBFN) by an experimenter who was blinded to the genotypes and treatments. In one study eight-week-old C57BL/6 J mice (Jax strain #000664) were either untreated (n = 10, 5 males and 5 females), conditioned with busulfan (n = 10, 5 males and 5 females) or busulfan and PLX3397 (n = 10, 5 males and 5 females). The conditioned mice were transplanted with total bone marrow from age and sex-matched C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567), as detailed above. Behavioral analyses were performed between 17 and 19 weeks after bone marrow transplant, corresponding to 14-16 weeks following the end of the PLX3397 administration, at this time point the mice were 6-7 month-old. In another study untreated eight-week-old male B6(Cg)-Grntm1.1Aidi/J (Jax Strain #013175, abbreviated as Grn^*−/−*^ or GRN KO, n = 12) and untreated age-matched male C57BL/6 J mice (Jax strain #000664, n = 15) underwent serial behavioral analyses from 2 up to 12 months of age.

#### Activity chamber

The locomotor assessment took place in an Open Field Activity Arena and Activity Monitor Software-811 (Med Associates Inc., St. Albans, VT. Model ENV-515) mounted with three planes of infrared detectors, within a specially designed sound attenuating chamber (Med Associates Inc., St. Albans, VT. MED-017M-027). The arena was 43 cm (L) x 43 cm (W) x 30 cm (H), and the sound attenuating chamber was 74 cm (L) x 60 cm (W) x 60 cm (H). The mice were placed in the corner of the testing arena and allowed to explore the arena for 10 minutes while being tracked by an automated tracking system. Parameters including distance moved, velocity, rearing, and times spent in periphery and center of the arena were analyzed. The periphery was defined as the zone 5 cm away from the arena wall. The arena was cleaned with 1% Virkon solution at the end of each trial.

#### Y-maze: spontaneous alternation

The Y-Maze was made of plastic with 3 arms in a Y shape. The arms were labeled as Arm A, B, and C. Arm A was 20.32 cm (L) x 5 cm (W) 12.7 cm (H), and Arm B and C were 15.24 cm (L) x 5 cm (W), and 12.7 cm (H). The test is based on the willingness of rodents to explore a novel environment and designed to measure spontaneous alternations. A normal rodent would prefer to explore a different arm of the maze than the arm they previously visited. Animals were placed in the center of the maze facing the intersection between arms B and C. The first entry was excluded from data analysis due to potential influence from the experimenter. Using an overhead camera, the numbers of arm entries and alternations were recorded for 5 minutes. An arm entry was defined as when all four paws entered into a new arm of the maze. The apparatus was cleaned with 1% Virkon after each trial. Parameters including percent alternation rate and total number of entries into arms were analyzed.

#### Novel place recognition (NPR) and novel-object recognition (NOR)

The Novel Place Recognition (NPR) task assesses the ability of a subject to detect that a familiar object has been moved to a new location. The Novel Object Recognition (NOR) task assesses the ability of a subject to detect that an object has been replaced with a different object. NPR/NOR testing was conducted in a plastic arena 52 cm (L) x 52 cm (W) x 40 cm (H). The walls of the plastic arena were black, and the floor was white. A white index card 12.7 cm (L) x 7.62 cm (W) was affixed to one wall as a visual cue. Two objects were used for this test: the green tower (18 cm H x 4 cm L x 4 cm W) and the white bottle (16 cm H x 4 cm L x 4 cm W). The green tower was made of dark green plastic and had a square base. The white bottle was made of white plastic and had a circular base. Assignment of one object as the NPR object and the other as the novel object introduced during NOR was pseudorandomized to ensure results were not influenced by an innate preference for either object. The object configuration was also pseudorandomized across subjects. The NPR/NOR tests were conducted over 3 days. On the first day, habituation, mice were each placed in the center of the empty arena and allowed to explore freely for the duration of a 10-minute trial. The NPR assessment was conducted on the second day. For NPR training, the arena had three identical objects placed in three different corners 10 cm from the wall. The mice were placed in the center of the arena and allowed to explore for 10 minutes. At the end of the NPR training, mice were returned to their home cage for 3–4 minutes prior to NPR testing. For NPR testing, one object was moved to the previously empty corner. Mice were then placed in the center of the arena and allowed to explore for 5 minutes. NOR assessment was conducted on the third day. One of the objects was removed and replaced with a different object. The mice were again placed in the center of the arena for a 5-minute trial. The trials were recorded, and mice were tracked with the automated tracking system Ethovision XT and Ethovision XT software 17.5 (Noldus Information Technology, Wageningen, Netherlands). An interaction was defined as when the nose of the mouse was within 2 cm an object. Arena and objects were cleaned with 1% Virkon between each trial.

#### 3-chambers social test

The 3-Chambers apparatus was made of clear Plexiglas 60 cm (L) x 40.5 cm (W) x 22 cm (H) equally divided into three chambers by two pieces of clear dividers with a small hole 10 cm (L) x 5 cm (H) for mice to transition into all 3 chambers. The experiment consisted of three 10 minutes trials: Habituation, Sociability, and Social Discrimination. During the Habituation, the subject mouse was placed in the middle chamber with the wire cups placed inside the left and right chambers. The subject mouse was allowed to explore all three chambers for 10 min. After 10 min the subject mouse was guided into the middle chamber without access to the left and right chamber. During Sociability trial, Stranger 1 (3-5 weeks old, same sex, novel juvenile mouse) was placed under the cup in the left chamber and a Novel Object (plastic cap) in the right chamber. The subject mouse was allowed to explore the three chambers for another 10 minutes. After Sociability test the subject mouse was placed back in the middle chamber. Social Discrimination begins by placing Stranger 2 under the cup in the left chamber and the Stranger 1 in the right chamber. The subject mouse is allowed to explore all three chambers again for another 10 minutes. The position of Stranger 1 and Stranger 2 in left and right chamber are pseudo randomized. The Stranger mice were only exposed to one subject mouse per day. The Stranger mice were habituated to the cups for 10 min x 3 days prior to testing to reduce stress and mobility under the cup. Each Stranger mouse was dedicated to single cup during the test and the cups were washed with 70% ethanol after the test. The subject mouse was monitored by Ethovision tracking system and the total time in chambers and interactions with Stranger mice/Novel Object were analyzed. Interaction was defined as sniffing or direct contact with the Stranger mice/Novel Object within 2 cm of the wire cup. Chambers Social Test was conducted in Grn^−/−^ mice and wild type controls at 2, 4, 6, 9, and 12 months of age. New Stranger mice were used at each timepoint.

#### Passive avoidance

The Passive Avoidance Test (PAT) was conducted using GEMINI avoidance system and Gemini software (San Diego Instruments, San Diego, CA). This automated system contained two compartments which were separated by a guillotine door (gate). Both compartments had grid floors which delivered electric shocks, but one compartment was lit and another one was dark. The experiment consisted of 1 day of habituation, 1 day of training, and 1 day of testing. On habituation day, the mouse was placed in the lit compartment. After 30 sec acclimation, the gate was opened and the mouse was allowed to explore both compartments freely. The gate was programmed to close when the mouse entered the dark compartment preventing the mouse from returning to the lit compartment. The mouse was removed from the system 30 sec after entering the dark compartment. On the following day, Training Day, the mouse was placed in the lit compartment. After 30 sec of acclimation the gate was opened and the mouse was allowed to explore both compartments freely. The gate was closed after it entered the dark compartment and an electric shock (0.5 mA for 2 sec) was delivered 3 sec after the door was closed. The mouse remained in the dark compartment for an additional 30 sec before being removed and returned to the home cage. On the following day, Day 1 Testing Day, the mouse was placed in the lit compartment. After 5 sec of acclimation, the gate was opened. When the mouse entered the dark compartment, the gate was closed, and trial ended. The mouse was returned to the home cage. The maximum duration of each trial was 300 sec after the door opened. The time between the gate opening and the mouse passing through the gate was recorded as latency time. The compartments were cleaned with 1% Virkon between each animal. Grooming Behavior. Mice were singly housed in new home cages for 20 minutes, video recorded. The videos were hand-scored by the experimenter. The grooming behavior was defined as face-wiping, scratching/rubbing of the head and ears, and full-body grooming including licking or brushing any part of the body.

#### Nesting behavior

The Nesting behavior was conducted in a new mouse home cage with clean bedding (Innovive cage (37.3 cm(L) x 23.4 cm(W) x 14.0 cm(H)) made of clear plastic. Mice were singly housed during the experiment and a 3 g cotton nestlet (Ancare Corp.) approximately 5 cm (L) x 5 cm (W) x 0.5 cm (H) was introduced into the cage during 1st hour of the dark cycle. A nestlet score of 1–5 was recorded at 7 hours and 24 hours after introduction of the nestlet. Nesting Score: score of 1 = More than 90% of the nestlet untouched; score of 2 = 50-90% of the nestlet intact with nestlet partially shredded; score of 3= Nestlet shredded 50-90% but no identifiable nest site. Less than 50% of the nestlet remains intact, but less than 90% is within a quarter of the cage floor area. Nestlet is not gathered into a nest but is spread around the cage. The material may sometimes be in a broadly defined nest area; score of 4= More than 90% of the nestlet is torn and the nestlet is gathered into an identifiable nest within a quarter of the cage floor area. However, the nest has flat wall which is defined as less than 50% of the circumference of mouse body height when curled up on its side. score of 5= More than 90% of the nestlet is torn and the nest is a crater, with walls higher than 50% of the circumference of the mouse body height. If the nesting score is ambiguous (e. g. a nest with a score of 5, but more than 10% of the nestlet un-shredded) a score of 4.5 was assigned.

### Single-cell RNA sequencing (scRNA-seq)

Brain and bone marrow cells were isolated, stained, and FACS-sorted as described above.

The scRNA-seq experiment comprised 12 samples [MGLCs, host MG, naive MG, and bone marrow (BM)-derived CD11b+ cells; n = 3 mice per sample]. Specifically, three adult C57BL/6 J mice (Jax strain #000664) conditioned with busulfan+PLX3397 and transplanted with Lin- KIT + SCA-1+ (LKS) HSPCs isolated from adult C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice (Jax strain #006567) were used to FACS sort GFP + CD45 + CD11b+ MGLCs, GFP- CD45 + CD11b+ host MG, and GFP + CD45 + CD11b+ BM-CD11b+ cells. Additionally, three age- and sex-matched untreated C57BL/6-Tg(CAG-EGFP)131Osb/LeySopJ mice were used to isolate GFP + CD45 + CD11b+ naive MG. Details regarding mouse conditioning and transplantation can be found in the sections above.

Cell Hashing with oligo-tagged antibodies was employed to label cells from distinct mice during scRNA-seq. The oligo-tagged antibodies were directed to mouse CD45 (clone 30-F11) and mouse MHCI (clone M1/42). The sequencing of each mouse-specific tag alongside the cellular transcriptome allowed us to pool cells from three different mice per sample and prevent sample-specific batch effects that occur during scRNA-seq. Each unique oligo-tagged antibody mix was added to the flow cytometry antibody mix described above (0.15 µL/1 × 10^6^ cells). After staining, cells were washed and resuspended in ice-cold FACS-BL buffer. Stained cells were sorted using a MA900 Multi-Application Cell Sorter (Sony Biotechnology) in ice-cold FACS-BL buffer. The unique oligo-tagged antibodies were as follows: MGLC, host MG, BM-CD11b+ mouse 1 (TotalSeqTM-B 0301 anti-mouse Hashtag 1 Antibody, BioLegend 155831), mouse 2 (TotalSeqTM-B 0302 anti-mouse Hashtag 2 Antibody, BioLegend 155833), mouse 3 (TotalSeqTM-B 0303 anti-mouse Hashtag 3 Antibody, BioLegend 155835); naive MG mouse 1 (TotalSeqTM-B 0301 anti-mouse Hashtag 1 Antibody, BioLegend 155831), mouse 2 (TotalSeqTM-B 0302 anti-mouse Hashtag 2 Antibody, BioLegend 155833), mouse 3 (TotalSeqTM-B 0303 anti-mouse Hashtag 3 Antibody, BioLegend 155835).

A minimum number of 100,000 cells from each FACS sorted sample (n = 3 mice/sample) was provided to by MedGenome Inc. (Foster City, CA, USA) for downstream processing. The cells were used to generate gel emulsions (GEM) using the 10X Chromium Controller (10x Genomics). After encapsulating single cells in the GEMs, they were lysed, and cDNAs were generated. The cDNAs were quantified, and sequencing libraries for gene expression and proteins were prepared using the Dual Index Kit TT Set A (10x Genomics PN-3000431) & Dual Index Kit NT Set A (10x Genomics PN-3000483) respectively. Before sequencing, the quality of cDNA and libraries was assessed using a tapestation instrument (Agilent 4200). The libraries were then sequenced using the Illumina Novaseq 6000 sequencer and NovaSeq Control Software (Illumina). The Illumina raw BCL sequencing files were processed through the CellRanger software (10x Genomics) to generate FASTQ files and count matrices (https://www.10xgenomics.com/support/software/cell-ranger/latest/analysis/running-pipelines/cr-3p-multi). Feature-barcode matrices obtained from Cellranger count for all the samples were processed using the ‘Read10X()’ function from Seurat package (v4.0)^129^. Subsequently, cell filtering was performed based on nfeatures (>200 & <6000) and the percentage of counts from mitochondrial genes (percent mt <5)^130^. Normalization and scaling were carried out, and the top 2000 genes with the highest standardized variance were used to identify significant principal components (PCs). Integration of all 12 samples (MGLC, host MG, naive MG, and BM-CD11b + , 4 groups, n = 3 mice per sample) was done using the Seurat package integration method RPCA, with the functions FindIntegrationAnchors() and IntegrateData(). Clustering was performed using a graph-based method with the FindClusters() function and the resolution parameter set to 0.2. The resulting clusters were visualized using Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP). FindAllMarkers Seurat function was utilized to find markers for each cluster. Heatmaps showing the top 5 DEGs in each cluster were generated using the DoHeatmap function of SEURAT v4.0^129^. Cell annotation was generated by using the ScType R package with a pre-curated list of markers^131–133^. With the annotations from ScType, markers in each population were identified, and the top 5 DEGs in each population were visualized on a heatmap. For single-group analysis, all the steps were executed, excluding the integration process. The analysis of average gene expression was conducted using the Scanpy package (v1.9.3) in Python^134^. The mean log-normalized UMI counts for each gene of interest in different sample groups/clusters (MGLC, host MG, naive MG, and BM-CD11b+ or MGLC clusters) and the fraction of cells expressing a gene per group were computed and visualized using the DotPlot() function. The fraction of cells expressing a gene in each sample group/cluster was determined by dividing the number of cells expressing the gene by the total number of cells in the group/cluster. A gene was considered expressed in a cell if its normalized expression value was greater than zero. The log normalized UMI counts for each gene in the different sample groups ranged from 0 to 6. Pseudo-bulk analyses were performed using the decoupler-py (v1.5.0) and PyDeSeq2 (v0.4.4) Python packages^135,136^. Pseudo-bulk data were computed by summing counts mapped to each gene in each biological replicate (n = 3) per condition via the dc.get_pseudobulk() function in decoupler-py. Differentially expressed genes (DEGs) between host and naive microglia, and MGLC clusters were identified using the deseq2() function in PyDeSeq2. Benjamini–Hochberg (BH)-adjusted *p*-values less than 0.05 were considered significant. Enriched pathway analyses were conducted using ShinyGO (V0.8)^137^ and plotted using ggplot2 package in R.

The scRNA-seq data of brain-border-associated macrophages (BAMs) generated by Van Hove et al. (GSE128855, Macrophage Aggregrate) was used to compare BAM gene expression to the scRNA-seq data generated in the present study. Raw read count matrix and cell annotation files were downloaded (https://www.brainimmuneatlas.org/download.php). The count matrix was processed following the above workflow using Seurat functions. The processed matrix was annotated with cell type information and analyzed for differential gene expression. After the processed matrix was annotated with cell type information, a differential gene expression analysis was carried out between all the different cell types of the GSE128855 Macrophage aggregate dataset. The top 5 expressed markers were tested on the subset MGLCs obtained after busulfan + PLX3397 conditioning. Heatmaps were generated for comparison to assess the qualitative expression of those markers in all MGLC clusters.

### CyTOF staining run and analyses

Extraction of brain and bone marrow cells was performed as described above. Immediately after isolation the cells were washed in ice-cold MACS buffer, spun at 400 g for 5 minutes at 4 °C, resuspended in 100 uL of MACS buffer and fixed using PROT1 (Smart Tube Inc proteomic Stablizer, Smart Tube, PROT1) using the manufacturer’s instruction (MACS buffer: PROT1 ration 1:1.4)^138^. Upon 10 minutes incubation at 22 °C the cells were frozen in dry ice and stored at -80 °C. To process samples for CyTOF analysis, the samples were thawed for 10 minutes at 4 °C and washed twice with 1 mL of cell-staining medium (CSM; PBS with 0.5% BSA, 0.02% sodium azide and 2 mM EDTA pH 5) before proceeding with the staining using the surface and intracellular markers described in Supplementary Table 2. The metal-conjugated primary antibodies were either commercially available or conjugated using metal-specific Maxpar® Labeling Kits (https://fluidigm.my.site.com/Storefront/Cytometry/ConsumablesandReagentsCytometry/MaxparAntibodyLabelingKits?cclcl=en_US, Fluidigm/Standard Biotools; Supplementary Table 2). Following the two CSM washes the cells were resuspended in 1% vol/vol Mouse BD Fc Block™ (clone 2.4G2 BD Biosciences) in 50 μL of CSM and incubated for 10 minutes on ice. Master mixes of antibodies for surface (50 μL/sample) and intracellular (100 μL/sample) markers were prepared in CSM separately and filtered using a 0.1 μM filter. The staining was performed for 30 minutes at 22 °C on a shaker (300 rpm). After the surface staining the cells were washed with 4 mL of CSM and permeabilized with 1 mL of ice-cold methanol 100% for 15 minutes at 4 °C. Samples were then washed twice with 4 mL of CSM and then stained with the antibody mix for the intracellular markers. Cells were then washed with 4 mL of CSM and stained with 1:5000 191Ir/193Ir DNA intercalator (201192 A Fluidigm/Standard Biotools) in 1.6% PFA in PBS-1X overnight at 4 °C. The following day the cells were washed with 4 mL CSM and 2 ×4 mL ddH2O, filtered and resuspended in 139La/142Pr/59Tb/160Tm/175Lu normalization beads before being analyzed using a Helios mass cytometer and Helios instrument control software (Fluidigm) at 200 events/sec rate. IMD files were converted into FCS files and normalized with publicly available Matlab Normalizer v0.3 (https://github.com/nolanlab/bead-normalization)^139^. Raw count values were used to measure protein expression. FCS files were analyzed using OMIQ software from Dotmatics (https://www.omiq.ai/). Gated live cells (DNA + /cPARP-) were used for downstream analysis to calculate the percentage of positive cells or the expression of each marker. To identify cell subsets and to visualize single cell expression in 2D dimension, we run the optimized Stochastic Neighbor Embedding (Opt-SNE) on either live cells (DNA + /cPARP-) or CD45 + CD11b+ gated cells using all the markers for the clustering and the default settings for the run. Using the opt-SNE coordinates, we gated the GFP + CD45 + CD11b+ cells (MGLCs) and the GFP- CD45 + CD11b+ cells. Surface and intracellular markers were gated on GFP+ MGLCs and the GFP-negative microglia or live cells.

### Progranulin ELISA and Western blot

ELISA assays were used to measure GRN protein in the serum (DY2557-05, Mouse progranulin DuoSet ELISA, R&D Systems), brain, and eye lysates (AG-45A-0019YEK-KI01, progranulin mouse ELISA Kit, AdipoGen) following the manufacturer’s instructions. Following transcardial perfusion, each brain was dissected sagittally and the frontal region, including the frontal cortex, was collected for BMP analyses. The remaining ipsilateral part of the brain was collected for Western blot and ELISA assays. The brain portions were snap-frozen in liquid nitrogen immediately after dissection. For the ELISA assay, the snap-frozen brains and eyes were lysed in ELISA buffer [20 mM Tris,150 mM NaCl, 0.1% Triton supplemented with protease inhibitors (cOmplete™ Protease Inhibitor Cocktail, 11836153001 Roche)] using a Tissue Lyser II (20 Hz for 2 minutes, Qiagen). Protein quantification in the lysates was performed by BCA (Pierce™ BCA Protein Assay Kits and Reagents 23223 Thermo Scientific).

For Western blot analyses, serum, brain, and eye lysates were denatured in Loading buffer-1X containing 1X Laemmli Sample Buffer (1610747 Thermo Scientific) and 1X Reducing Agent (novex NuPAGE Sample Reducing Agent NP0009 Invitrogen) at 95 °C for 5 minutes. Protein samples were loaded on 4–12% Invitrogen Nupage™ Bis-Tris Protein Gels (WG1403BOX Fisher Scientific) and run in MOPS SDS Running Buffer-1X (NP0001 Invitrogen). Blotting was performed using iBlot2 Gel Transfer Device (Invitrogen). Membranes were blocked in Intercept TBS blocking buffer (927-60001 LI-COR Biosciences). Primary antibodies were: sheep anti-mouse GRN (AF2557, R&D systems), rabbit anti-GFP (AB 221569, Thermo Scientific), mouse anti-alpha Tubulin (clone DM1A, T6199-Sigma-Aldrich), rabbit anti-Ubiquitin (PA1-10023, Thermo Scientific), goat anti-Cathepsin D (AF1029, R&D Systems). Total protein stain was performed using the Revert™ 700 Total Protein Stain Kits for Western Blot Normalization of serum samples (926-11010 LI-COR Biosciences). Further details on primary antibodies used in this study are included in Supplementary Table 3. Fluorophore-conjugated secondary antibodies used were: Donkey Anti-Rabbit IgG Polyclonal Antibody (925-32213 IRDye® 800CW, LI-COR Biosciences; 1 to 10000 dilution), Donkey Anti-Mouse IgG Polyclonal Antibody (925-68072 IRDye® 680RD, LI-COR Biosciences; 1 to 10000 dilution), Donkey anti-goat IgG Polyclonal Antibody (925-32214 IRDye® 800CW, LI-COR Biosciences; 1 to 10000 dilution) and Donkey Anti-Sheep IgG Polyclonal Antibody (20062-1 CF™ 680, Biotium; 1 to 5000 dilution). Membranes were scanned using the Odyssey XF imaging system (LI-COR Biosciences).

### Analysis of Bis(Monoacylglycero)Phosphate (BMP) in the brain

Following transcardial perfusion, each brain was dissected sagittally and the frontal region, including the frontal cortex, was snap-frozen in liquid nitrogen and stored at −80 °C. Lipids were extracted from frozen brains following a published method^140^. Briefly, about 50 mg of brain tissue was homogenized in 150 µl KPBS with tissue disrupter and 25 µl of the homogenate were added to 1 mL lipid extraction buffer (Chloroform: Methanol, 2:1 v/v containing 750 ng mL^−1^of SPLASH LIPIDOMIX internal standard mix from Avanti, 330707 Sigma-Aldrich), followed by vortexing for 1 hour in a 4 °C cold room. Then, 200 μl of 0.9% (w/v) saline (VWR L7528) were then added to the mixture and vortexed for 10 minutes in a 4 °C cold room. The mixture was then centrifuged at 3000 × *g* for 10 minutes at 4 °C to separate the methanol/saline (upper) and chloroform (lower) phases, the upper phase was discarded, and lipids-containing lower phase were collected to a new 1.5 mL tube and vacuum dried on SpeedVac. Lipids were reconstituted in 50 µL Acetonitrile:isopropanol:water 13:6:1 (v/v/v) for lipid quantitation as described below.

An Ascentis C18 column (5 Micron, 5 mum particle size, L x I.D. 5 cm×4.6 mm, 50530-U Sigma-Aldrich) with an Ascentis Express guard holder that is connected to a 1290 LC system was used to separate lipids. The LC system was coupled to the 6470 A triple quadrupole (QQQ) mass spectrometer to quantify targeted lipids as described^141^.

The mass spectrometer was operated in Multiple Reaction Method (MRM) for targeted analysis of species of interest. Standard BMP 18:1/18:1 (Avanti) was optimized using a MassHunter Optimizer software. The precursor-product ion pairs (m/z) used for MRM of the compounds were as follows: BMP 16:0/16:0 MNH_4_^+^, 740.54-313.27; BMP 16:0/18:1 MNH_4_^+^, 766.56→ 338.9/313.27; BMP 16:0/22:6 MNH_4_^+^, 812.54→ 385.27/313.27; BMP 16:1/18:1 MNH_4_^+^, 764.54→ 338.9/311.26; BMP 16:1/18:2 MNH_4_^+^, 762.54→ 336.9/311.26; BMP 16:1/20:3 MNH_4_^+^, 788.6→ 362.96/311.26; BMP 16:1/22:6 MNH_4_^+^, 810.53→ 385.27; BMP 18:0/18:1 MNH_4_^+^, 794.6→ 340.9/338.9; BMP 18:1/18:1 MNH_4_^+^, 792.6→ 338.9; BMP 18:1/18:2 MNH_4_^+^, 790.56→ 338.9/336.9; BMP 18:1/20:3 MNH_4_^+^, 816.56→ 363.27/338.9; BMP 18:1/20:4 MNH_4_^+^, 814.56→ 361.27/338.9; BMP 18:1/22:6 MNH_4_^+^, 838.56→ 385.27/338.9; BMP 18:2/20:3 MNH_4_^+^, 814.56→ 363.27/336.9; BMP 18:2/20:4 MNH_4_^+^, 812.54→ 361.27; BMP 18:2/22:6 MNH_4_^+^, 836.54→ 385.27/336.9; BMP 20:4/22:6 MNH_4_^+^, 860.54→ 385.27/361.27; BMP 22:5/22:6 MNH_4_^+^, 886.56→ 387.31/385.27; BMP 22:6/22:6 MNH_4_^+^, 884.54→ 385.27 and POPC: 760.6 → 124.9/60.2.

The annotation MNH4+ represents measurement in positive mode where M indicates the neutral mass while NH4+ is the ammonium adduct.

Lipids were annotated and quantified using a high-throughput analysis software called MassHunter for qualitative analysis and QQQ quantitative analysis software known as Quant-My-Way. The identification of BMP species in the figures was confirmed by manually verifying the peak alignment, matching retention times, and comparing MS/MS spectra to characteristic fragmentation patterns of standard compound. To ensure accurate identification and quantification, two transitions for each compound were analyzed, and their relative responses were compared. The MRM method and retention time were used for quantification of all lipid species with the quantification software. The raw abundances of all species were then exported to Microsoft Excel for further analysis. The abundances of BMP species were normalized to the abundance of endogenous control lipid in the same sample.

### Statistical analyses

All the data shown in the present manuscript are reported either as Mean ± standard deviation of the mean (SD) or Mean ± standard error mean (SE, behavioral analyses, n > 10). The number of sampled units, n, upon which we reported statistics is the single mouse for the in vivo experiments (one mouse is n = 1) or the number of independent biological replicates for the in culture experiment (one independent biological replicate n = 1). Mice that underwent neurobehavioral studies were serially evaluated over time. GraphPad Prism 7 software (GraphPad Software) was used for statistical analyses. Parametric tests were used with data having a normal distribution (evaluated using the Shapiro–Wilk test). The statistical tests used were: two-tailed unpaired t-test for two-group comparisons, one-way ANOVA with Tukey post hoc or Kruskal–Wallis test with Dunn’s correction for comparisons with more than two groups, two-way ANOVA with Tukey or Sidak post-hoc for multiple variable comparisons and Wald with Benjamini–Hochberg post-hoc correction for pseudobulk DEG analyses as detailed in the figure legends. For all the data sets analyzed by parametric tests, alpha = 0.05. All statistical tests were performed two-sided. *p*-values < 0.05 were considered significant. The statistical analysis performed for each data set is indicated in the figure legends. For all figures *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The exact *p*-values of all comparisons are reported in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The data generated in this study are provided in the Source Data file. Single-cell transcriptomic data generated in this study are publicly available in the NCBI’s Gene Expression Omnibus (GEO) database, accession number GSE261246 and GSE241877. 

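The libraries of the second of these series were made 4 months after transplant of total bone marrow, an experiment other than the one drawn in Fig. 4a, which followed HSPC transplant. Female mice, 6 months old by their labels, had been conditioned with busulfan at 100 mg/kg, an alkylating drug that ablates hematopoietic stem cells, and with PLX3397 at 600 mg/kg, an inhibitor of the CSF1 receptor that depletes microglia. Donor marrow carried the CAG-EGFP transgene. Brain cells were freed by enzymatic digestion and cleared of myelin, and CD45+ CD11b+ myeloid cells were sorted by GFP. MGLCs were the GFP+ brain cells, host MG the GFP- brain cells and BM-CD11b+ the GFP+ bone marrow cells of conditioned mice, while naive MG were GFP+ brain cells of untreated mice of the donor strain. Host MG therefore differ from naive MG in genotype as well as in treatment. Each of the 4 libraries pooled cells of 2 mice and is the only library of its condition, so the spread between animals is unknown, no test between conditions was possible, and every interval given for these libraries covers counting error only.

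The authors deposited UMI counts per gene and barcode from the Chromium 3′ assay, which counts transcript molecules from their 3′ ends. The matrices name Cell Ranger 6.1.2 in their headers, whereas the submitters' processing notes name Cell Ranger 7.1.0 and the mm10 build. Whether intronic reads were counted, which these versions treat differently by default, is not given in the sources used here. The matrices hold 32285 features, none of them EGFP, so the GFP sort could not be checked on transcripts. The MGLC library holds 12427 barcodes and 78951360 UMIs, the host MG library 6000 barcodes and 19592336 UMIs, the naive MG library 6000 barcodes and 20133235 UMIs, and the BM-CD11b+ library 6982 barcodes and 76186542 UMIs. How the barcodes of the host MG and naive MG libraries came to number exactly 6000 each is not given in the sources used here, and these numbers are not read as cell yields. The lowest UMI count of a barcode was 2045 in host MG and 1473 in naive MG, against 500 in MGLCs and 503 in BM-CD11b+ cells.

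Barcodes with over 200 and under 6000 genes and under 5% of UMIs from mitochondrially encoded genes were kept, which is the filter the paper states for its other experiment. This left 11620 MGLCs (93.5%), 3374 host MG (56.2%), 3701 naive MG (61.7%) and 6685 BM-CD11b+ cells (95.7%). The mitochondrial limit was reached by 2624 barcodes of host MG and 2298 of naive MG, but by only 790 of the MGLC library and 290 of the BM-CD11b+ library. Among the cells kept, the median number of UMIs was 5272 in MGLCs, 2708 in host MG, 2455 in naive MG and 10243 in BM-CD11b+ cells.

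**Figure D1:**
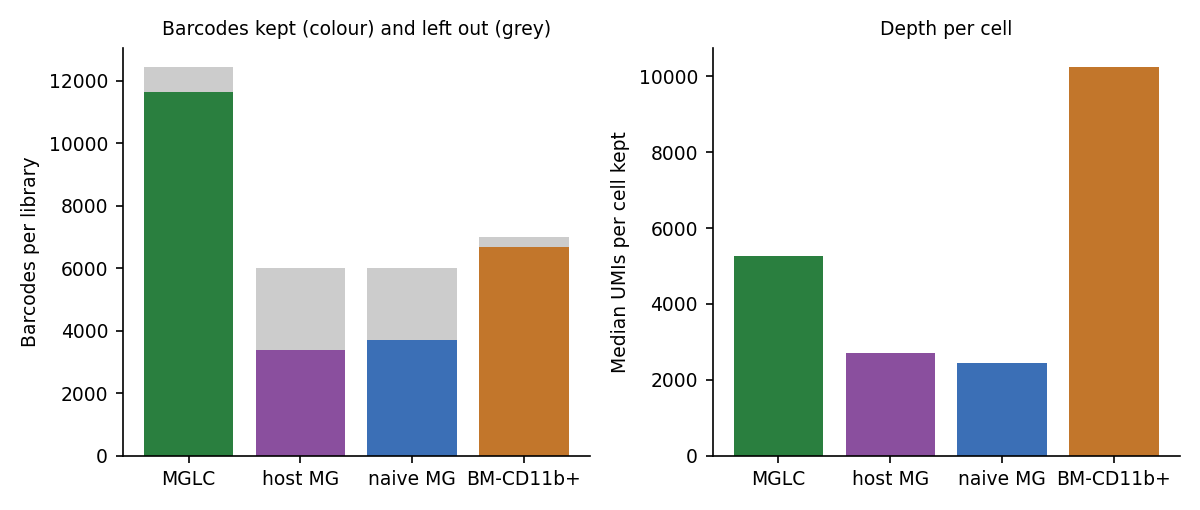
Barcodes and depth of the 4 libraries. The left panel plots the number of barcodes per library, with those kept in colour and those left out by the filter in grey; the right panel plots the median number of UMIs per kept cell, which is 2455 in naive MG and 10243 in BM-CD11b+ cells.

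Transcripts of the sort markers were found in all 4 libraries. Ptprc, which encodes CD45, was at 690 UMI counts per 1000000 (CPM) in MGLCs, 698 in host MG, 526 in naive MG and 646 in BM-CD11b+ cells. Itgam, which encodes CD11b, was at 284 CPM in MGLCs, 642 in host MG, 591 in naive MG and 612 in BM-CD11b+ cells. S100a8, an abundant neutrophil transcript, was at 126015 CPM in BM-CD11b+ cells, 2399 in naive MG and 1741 in MGLCs, and had 1 count in host MG. The hemoglobin gene Hbb-bs was at 282 CPM in host MG and 384 in naive MG, but at 1.87 in MGLCs and 83.3 in BM-CD11b+ cells. Ttr, a transcript of the choroid plexus epithelium, was at 523 CPM in host MG, 154 in MGLCs and 12.8 in naive MG, with 0 counts in BM-CD11b+ cells.

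The 25380 cells kept fell into 11 clusters without integration of the libraries, named from marker genes where these allowed it. A microglia-like cluster, in which all 11 microglia markers were higher than in the other cells, held 90.8% of host MG and 84.9% of naive MG. Clusters of mature neutrophil-like and neutrophil precursor-like cells, led by genes such as Ly6g, Ltf and Elane, together held 85.9% of BM-CD11b+ cells, 1.11% of naive MG, 1.03% of MGLCs and 0 of 3374 host MG. The largest cluster of MGLCs was led by Apoe, Cp and Ms4a7. Microglia was the cell type with most markers higher in it, 5 in all (Hexb, Siglech, Olfml3, Fcrls and Cx3cr1). It was left unnamed because its leading genes include Ms4a7, a border macrophage marker, and no microglia marker. A border macrophage-like cluster, led by Pf4, H2-Eb1 and Dab2, held 29.4% of MGLCs, 5.76% of naive MG and 1.87% of host MG. Of the smaller clusters, 1 unnamed cluster led by Cd209a held 9.94% of MGLCs and another led by Ace held 12.5% of BM-CD11b+ cells, while a second microglia-like, an NK cell-like and a conventional dendritic cell-like cluster held 201, 110 and 28 cells. These shares describe each library and are not read as changes of a cell type, because the clusters are defined by genes that differ between the libraries.

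**Figure D2:**
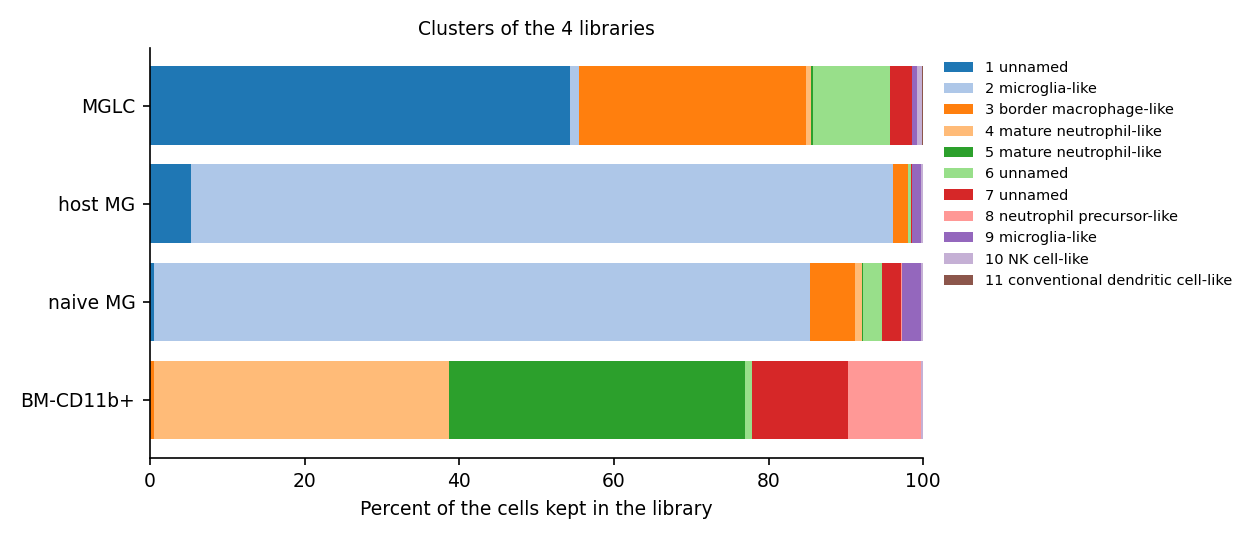
Percent of the kept cells of each library in each of the 11 clusters. The microglia-like cluster holds 90.8% of host MG and 84.9% of naive MG, and the border macrophage-like cluster 29.4% of MGLCs.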

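In these libraries MGLCs carried homeostatic microglia transcripts at levels above those of BM-CD11b+ cells and below those of naive MG. All 12 homeostatic microglia genes of Fig. 4e were higher in MGLCs than in BM-CD11b+ cells, with a median log2 ratio of CPM of 7.85 (95% interval 7.70 to 8.63). Neutrophil-lineage clusters held 85.9% of BM-CD11b+ cells, so this ratio sets MGLCs mostly against such cells. The same 12 genes were lower in MGLCs than in naive MG, 11 of them at least 2-fold, with a median log2 ratio of −2.06 (−2.08 to −2.04), which is 4.16-fold lower. Host MG and naive MG were close in these genes, at a median log2 ratio of 0.21 (0.19 to 0.23), with 10 of 12 higher in host MG and none of them by 2-fold. P2ry12 and Sall1 show the range: P2ry12 was lower but abundant in MGLCs, whereas Sall1 was at a few CPM, most of it from few cells.

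P2ry12 (ENSMUSG00000036353, protein-coding, chromosome 3 of GRCm38 from 59216272 to 59262871 on the − strand) encodes a purinergic receptor by which resting microglia sense nucleotides. It was at 305 CPM (301 to 309) in MGLCs, 2242 (2214 to 2269) in host MG, 1928 (1906 to 1951) in naive MG and 2.10 (1.78 to 2.45) in BM-CD11b+ cells. The log2 ratio of MGLCs to naive MG was −2.66 (−2.68 to −2.63), and that of MGLCs to BM-CD11b+ cells was 7.19. Tmem119, another microglia surface marker, had a log2 ratio to naive MG of −2.19, and Hexb, a lysosomal hexosaminidase subunit, of −1.56. Siglech and Gpr34, cell surface receptors of microglia, were higher in MGLCs than in BM-CD11b+ cells by log2 ratios of 10.61 and 9.66.

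Sall1 (ENSMUSG00000031665, protein-coding, chromosome 8 of GRCm38 from 89027235 to 89044162 on the − strand) encodes a transcription factor that maintains microglia identity. It was at 5.35 CPM (4.84 to 5.90) in MGLCs, 457 (444 to 469) in host MG and 440 (429 to 451) in naive MG. The log2 ratio of MGLCs to naive MG was −6.36 (−6.51 to −6.22). BM-CD11b+ cells had 0 counts of Sall1, which with 0 set to 3 counts allows up to 0.0398 CPM and makes MGLCs higher by a log2 ratio of at least 7.07. Of the 406 Sall1 counts of the MGLC library, 325 came from the 200 cells in its microglia-like clusters, which Sall1 helps to define, whereas the largest cluster of MGLCs was at 0.817 CPM (0.538 to 1.19). Without these 200 cells, a setting chosen after seeing the data, MGLCs were at 1.08 CPM, a log2 ratio of −8.67 to naive MG and of at least 4.76 to BM-CD11b+ cells. Sall3, a related transcription factor, and Sparc, a matrix glycoprotein, were also far lower in MGLCs than in naive MG, at log2 ratios of −5.51 and −4.36, or −7.55 and −5.10 without these cells. Sall3 is a leading gene and Sparc a marker of the large microglia-like cluster, so these falls too follow in part from the cells taken out. At the other end of the group, Fcrls, an Fc receptor-like protein of microglia, had a log2 ratio to naive MG of −0.21 and Olfml3, a secreted protein, of −1.08.

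**Figure D3:**
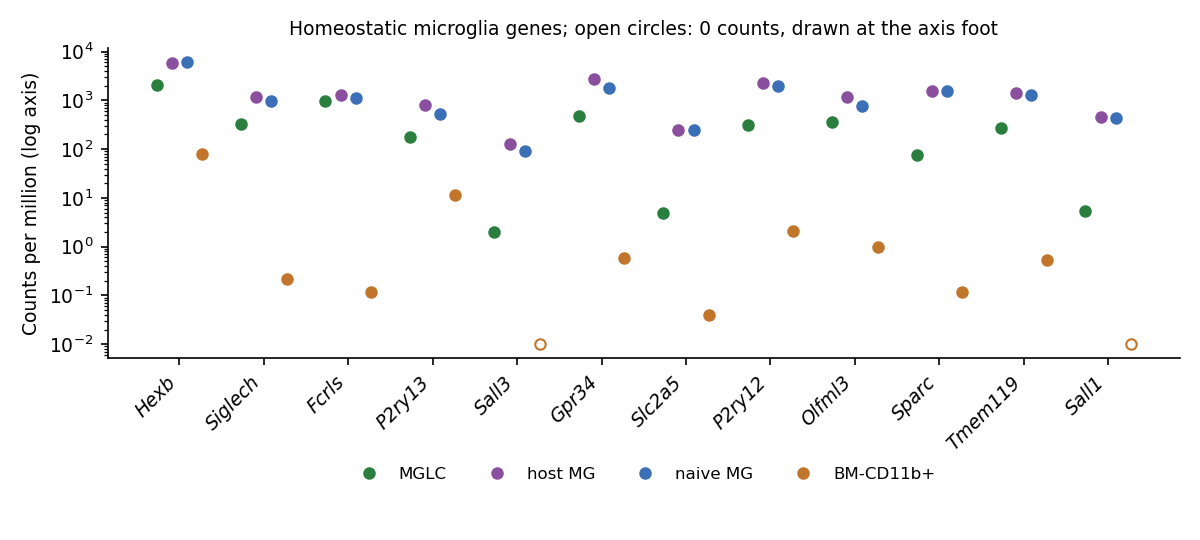
CPM of the 12 homeostatic microglia genes in each library, on a log axis, with 1 point per library and gene. Open circles at the foot of the axis mark 0 counts, as for Sall1 in BM-CD11b+ cells, against 440 CPM in naive MG.

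The median of the group lay above all 10000 random lists of matched expression for MGLCs over BM-CD11b+ cells (percentile 100) and below all of them for MGLCs over naive MG (percentile 0), and at percentile 76.6 for host MG over naive MG. Counts were scaled to the total of each library. TMM scaling shifts every log2 ratio of MGLCs over naive MG by 0.29, of host MG over naive MG by −0.27 and of MGLCs over BM-CD11b+ cells by −0.88, and median-of-ratios scaling shifts them by 0.27, −0.22 and −1.07, which turns the direction of Fcrls in MGLCs to 0.081 and 0.056 and that of the group's median in host MG to −0.059 and −0.0072. Within the large microglia-like cluster, the median of the 12 genes in host MG over naive MG was −0.055 (−0.077 to −0.036).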

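Genes of border-associated macrophages (BAM) were higher in MGLCs than in naive MG, and genes of disease-associated microglia (DAM) went both ways. Of the 30 BAM genes of Fig. 5a, 26 were higher in MGLCs, 19 of them at least 2-fold, with a median log2 ratio of 1.54 (95% interval 1.47 to 1.60). Of the 49 DAM genes of Fig. 6a, 47 were measured, of which 27 were higher and 20 lower in MGLCs, with a median log2 ratio of 0.48 (0.33 to 0.59). In host MG, 76 of 91 measured nuclear genes of oxidative phosphorylation (OXPHOS) were lower than in naive MG, with a median log2 ratio of −0.19 (−0.23 to −0.17), while 11 of 13 mitochondrially encoded genes were higher, with a median of 0.25 that TMM scaling turns to −0.020.

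Among the BAM genes, Mrc1 (ENSMUSG00000026712, protein-coding, chromosome 2 of GRCm38 from 14229392 to 14332057 on the + strand) encodes the mannose receptor CD206. It was at 741 CPM (735 to 747) in MGLCs, 117 (111 to 123) in host MG, 146 (140 to 153) in naive MG and 6.22 (5.67 to 6.81) in BM-CD11b+ cells, a log2 ratio of MGLCs to naive MG of 2.34 (2.28 to 2.40). Axl, a receptor tyrosine kinase for the uptake of dying cells, had a log2 ratio of 2.35, Dab2, an endocytic adaptor, of 2.29, and Ccr1, a chemokine receptor, of 2.05. Cd74, the invariant chain of MHC class II, had a log2 ratio of 1.58. The hemoglobin scavenger receptor Cd163 was lower in MGLCs, at −0.86. The naive MG library holds border macrophage-like cells of its own, so these ratios set MGLCs against a mixture of microglia and macrophages, and MGLCs are themselves a mixture. Cd74 was at 4544 CPM in the largest cluster of MGLCs and 20834 in MGLCs of the border macrophage-like cluster, against 4187 over all naive MG, 151 in their microglia-like and 20898 in their border macrophage-like cells.

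Among the DAM genes, Apoe (ENSMUSG00000002985, protein-coding, chromosome 7 of GRCm38 from 19696109 to 19699188 on the − strand) encodes the lipid carrier apolipoprotein E. It was at 66328 CPM (66270 to 66386) in MGLCs, 14433 (14364 to 14502) in host MG, 8777 (8729 to 8825) in naive MG and 246 (243 to 250) in BM-CD11b+ cells, a log2 ratio of MGLCs to naive MG of 2.92 (2.91 to 2.93). Igf1, a growth factor, had a log2 ratio of 2.47. Itgax, which encodes CD11c, was at 30.4 CPM in MGLCs and 17.6 in naive MG, and Spp1, which encodes osteopontin, at 39.3 and 24.8. Ildr2 and Baiap2l2 were lower in MGLCs, at log2 ratios of −5.24 and −3.38, the former −6.11 without the microglia-like cells of the MGLC library. The ratio of Baiap2l2 rests on few counts, at 0.0659 CPM in MGLCs and 0.686 in naive MG.

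Among the OXPHOS genes, Atp5e, a subunit of ATP synthase, and Cox5b, a subunit of cytochrome c oxidase, had log2 ratios of host MG to naive MG of −0.58 and −0.53. Within the large microglia-like cluster, the median over 89 nuclear OXPHOS genes was −0.12 and that over the mitochondrially encoded genes 0.18, which goes to −0.090 and −0.037 with TMM and median-of-ratios scaling, in cells kept by a limit on the latter genes. The growth hormone gene Gh (ENSMUSG00000020713, protein-coding, chromosome 11 of GRCm38 from 106300271 to 106301865 on the − strand) had 0 counts in host MG, which allows up to 0.257 CPM, 0 counts in naive MG, which allows up to 0.206 CPM, 0 counts in BM-CD11b+ cells and 3 counts in MGLCs, so no ratio between host MG and naive MG can be given.

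**Figure D4:**
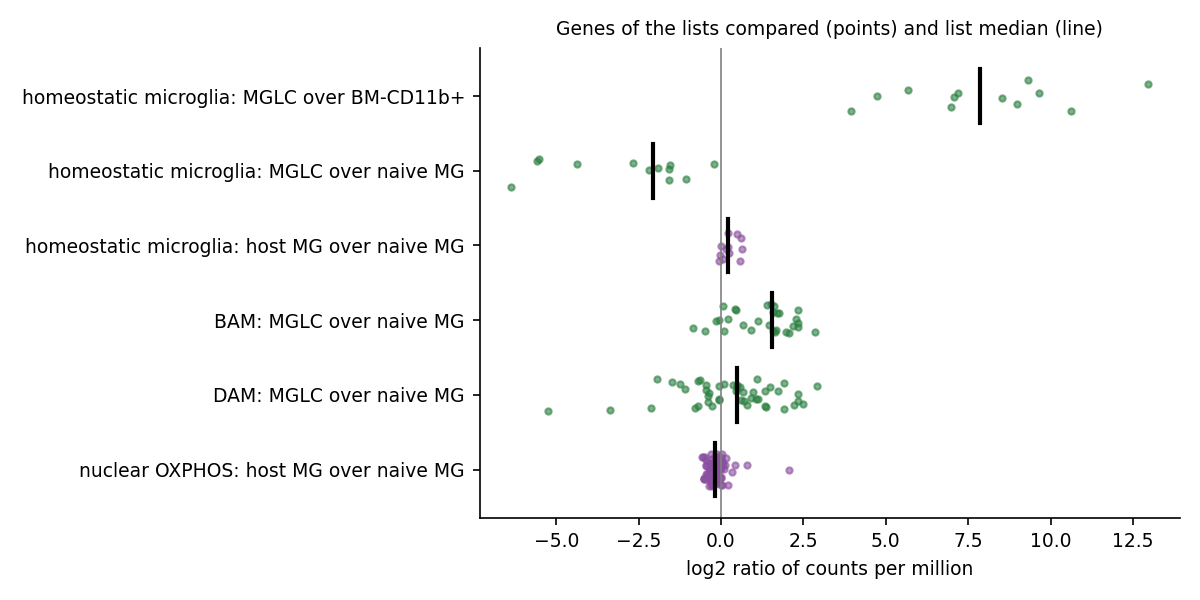
Log2 ratios of CPM for the measured members of each gene group in 6 comparisons, with 1 point per gene and a line at the median. The medians run from −2.06 for homeostatic microglia genes in MGLCs over naive MG to 7.85 for the same genes in MGLCs over BM-CD11b+ cells, where Sall1 and Sall3 are drawn at their lower bounds.

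One cluster was held almost only by MGLCs, that is, over 90% of its cells were MGLCs after each library was given equal weight. It held 6314 of 11620 MGLCs, or 54.3% (exact binomial interval 53.4 to 55.2), along with 181 host MG and 18 naive MG, and MGLCs made up 90.3% of it at equal weight. This share fell to 0% at a Leiden resolution of 0.1, to 0% without the highest doublet scores, a setting chosen after seeing the data, and to 10.6% when the brain libraries were clustered alone. At a resolution of 0.1 the largest cluster of MGLCs was a wider one, which held 83.7% of MGLCs and was 85.7% MGLCs at equal weight. Without the highest doublet scores and for the brain libraries alone, the largest cluster of MGLCs was 89.5% and 89.7% MGLCs. It thus just missed the limit of 90%, which it passes narrowly otherwise. With 1 library per condition, a cluster of this kind is not shown to be a cell type. Among matched random lists, the BAM and DAM medians lay at percentile 100 and the OXPHOS median at percentile 0.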

Data generated in previous studies and used here as a comparison (GSE128855) are publicly available in GEO. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

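Expression was measured by single-cell RNA sequencing of CD45+ CD11b+ cells in 4 libraries, 1 for each of MGLCs, host MG, naive MG and BM-CD11b+ cells, each pooled from 2 mice, 4 months after transplant of total bone marrow. Naive MG came from untreated mice. The deposited values are counts of UMIs per gene and barcode, not normalized, which the authors made with Cell Ranger. The matrix headers name version 6.1.2 and the submitters' processing notes name version 7.1.0, bcl2fastq and the mm10 build. The annotation used for counting, whether intronic reads were counted and how barcodes were called are not given in the sources used here. The paper describes its scRNA-seq for another experiment (Fig. 4a), so its cell filter and clustering resolution were borrowed and its cell numbers were not compared.

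Barcodes with over 200 and under 6000 genes and under 5% of UMIs from mitochondrially encoded genes were kept, 25380 of 31409. The limit of 5% left out far more barcodes of host MG and naive MG than of the other libraries, and the values of all barcodes are given among the alternatives. Counts were summed over the kept cells of a library and divided by their total to give CPM. The totals were 75904602 UMIs in MGLCs, 11667692 in host MG, 14577325 in naive MG and 75350422 in BM-CD11b+ cells. CPM carries an exact Poisson interval and a ratio of 2 CPM values an exact binomial one, all at 95%. These intervals cover counting error only and treat the UMIs of a cell as independent. They do not include the spread between cells or between mice, so they are narrower than the true uncertainty of each library and condition. A library with 0 counts was set to 3 counts for a ratio, which is then a bound, and no ratio was formed where both libraries had 3 counts or fewer. For a gene list, the median log2 ratio was taken over members with at least 10 counts in the 2 libraries together, with an interval from 1000 Poisson resamples of the counts, and its percentile among 10000 random lists of the same size, matched in 20 bins of mean expression, describes these libraries and is not a test. With 1 library per condition no p-value or standard error was computed. Sets of genes taken by the size of their ratio describe these libraries and are not counts of changed genes. The upper limit for 0 counts is that of 3 counts throughout, whereas intervals around counts above 0 are exact. Since ratios of host MG and of MGLCs to naive MG share the naive MG counts, the naive MG cells of the large microglia-like cluster were split at random into 3 parts, 100 times. Genes were chosen on 1 part, ratios were taken over the same or over another part, and the remaining part, thinned to the depth of the microglia-like cells of the MGLC library, stood for an unchanged group.

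The gene lists were homeostatic microglia, myeloid/microglia, activation and proliferation (source data of Fig. 4e), BAM, BAM-enriched and BAM subtypes (source data of Fig. 5), DAM (source data of Fig. 6a), MHC class II, brain myeloid transcription factors, cytokines and receptors, interferon response, lysosome, cholesterol and lipid handling, complement, p53 targets and senescence, immediate early, heat shock, mitochondrially encoded, nuclear OXPHOS and cytosolic ribosomal proteins. The lists from the source data were chosen by the paper, on its other experiment or from other studies. The lists, the markers of cell types, the comparisons and the alternatives were fixed before the data were examined, and so was the rule for the genes named. That rule takes every gene the paper names in its scRNA-seq text, whose values in the paper had been seen, list members by the size of their ratio, and the 10 highest and 10 lowest ratios of each comparison among genes with a UMI in at least 10% of the cells of the higher library. Cdkn2a, Cdkn2b, Cdkn1a, Mdm2, Crybb1, Lars2, Ptprc, S100a8 and Hbb-bs were chosen after their values were seen. Clec7a and Mx1 are not among the feature symbols and were not analysed here. Gene positions are those of the GENCODE vM21 annotation of GRCm38, 1-based, matched by gene ID.

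Cells were clustered on log counts per 10000 UMIs, over 2000 highly variable genes and 30 principal components, with a graph of 20 nearest neighbours and the Leiden algorithm at resolution 0.2, without integration. A cluster was named where at least 3 markers of 1 cell type were higher in it by a log2 ratio of at least 1 and seen in at least 25% of its cells, and where its 10 leading genes did not go against the name. The naming rule was set after the clusters had been seen. Doublets were kept. Scrublet's automatic threshold marked 11 of 25380 cells (0.0433%), so it had not worked, and as an alternative the cells with the highest scores were left out at 0.8% per 1000 barcodes, 1868 in all. This alternative was chosen after seeing the data. Shares of cells with a UMI carry exact binomial intervals and are also given after thinning each cell to 2000 UMIs, which leaves out 1022 MGLCs, 0 host MG, 1123 naive MG and 151 BM-CD11b+ cells with fewer.

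The alternatives were all barcodes, a limit of over 1000 genes per cell, the highest doublet scores left out, brain cells of microglia-like and macrophage-like clusters only, TMM factors from edgeR, median-of-ratios factors, no minimum count for list members, Leiden resolutions of 0.5 and 0.1, 15 principal components, clustering of the 3 brain libraries alone, and thinned shares. The MGLC library without its 200 cells in microglia-like clusters was added after seeing the data, since the origin of these cells is open. The clusters kept as microglia-like and macrophage-like are 4, including the largest cluster of MGLCs, which is unnamed but has more microglia markers than markers of any other type. They hold 85.4% of MGLCs, 99.2% of host MG and 93.7% of naive MG. The intervals and list medians were tested on simulated Poisson counts with 200 genes changed at known ratios. These counts hold no spread between cells or mice, so the test checks the computation and not the fit of the intervals to real libraries. Of the 95% intervals for genes changed 2-fold, 95.5% held the set ratio in MGLCs over naive MG (13076 genes simulated), 95.0% in host MG over naive MG (13014 genes) and 96.0% in MGLCs over BM-CD11b+ cells (15121 genes). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, were used. An EGFP transcript was not among the 32285 features, and the samples of Fig. 4a were not analysed here.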

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

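The tests on Apoe, on the microglia-like cells of the MGLC library and on the genes higher and lower in host MG taken apart, the second value of the test on genotype, and the random splits of naive MG cells, were chosen after the results had been seen.

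Within the large microglia-like cluster, host MG carried transcripts above their level in naive MG, the untreated reference, in a scRNA-seq experiment that the paper's text does not describe. Cdkn2a, a cell cycle inhibitor gene with p16 among its products, was at 32.2 CPM in host MG and 1.18 in naive MG. Pnp, an enzyme of purine salvage, was at 189 CPM in host MG and 12.3 in naive MG. Hcar2, a receptor for niacin and ketone bodies, was at 66.5 CPM in host MG and 8.34 in naive MG. Apoe was at 5365 CPM in host MG and 1446 in naive MG. Cdkn2b, the neighbouring cell cycle inhibitor gene, was at 7.21 and 0.785 CPM, whereas the p53 target genes Cdkn1a and Mdm2 had log2 ratios of 0.33 and −0.13. In the same library, Cdkn2a was at 29.6 CPM in host MG of the largest MGLC cluster and 24.3 in those of the border macrophage-like cluster, and MGLCs of these 2 clusters had 4.63 and 3.64 CPM. Source data of Fig. 6b, from the paper's other experiment, also list Cdkn2a, Cdkn2b, Pnp and Hcar2, whose direction there is not given here. For that experiment the paper also reports Apoe as upregulated in host MG over naive MG.

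Over all cells, 578 genes with at least 100 counts, and with a ratio within the microglia-like cluster too, were taken by a ratio of at least 2-fold between the host MG and naive MG libraries, 257 of them higher and 321 lower in host MG, which describes these 2 libraries and is not a count of changed genes. For the 257 higher genes, the median log2 ratio was 1.37 over all cells and 1.18 within the microglia-like cluster, 0.862 of it. For the 321 lower genes it was −1.69 and −0.64, or 0.379 (0.723 for all 578 genes). Different shares of non-microglial cells could thus account for much of the lower genes, but not for most of the size of these higher genes. Genes without a ratio within the cluster were left out beforehand, so nothing is said of them. Free RNA of other cells is not removed by taking the cluster alone. Ttr, a transcript of the choroid plexus epithelium, had a log2 ratio of 7.09 within the cluster and 5.36 over all cells. The genotype of the donor strain, which naive MG and MGLCs share, stays open: over 289 genes taken by a ratio of at least 2-fold within the cluster, all MGLCs showed 0.0485 of the host MG difference from naive MG, which met the bound set for this explanation, but the microglia-like cells of the MGLC library showed 0.616 of it, which did not. Both ratios share the naive MG counts on which the genes were chosen, and in 100 random splits of the naive MG cells the microglia-like cells of the MGLC library had a median of 0.581 and unchanged naive MG cells of 0.106 with the shared part, but 0.463 and −0.0038 with another part as the reference, where all MGLCs had −0.0467, so neither ratio was taken as decisive, by a requirement added afterwards that both fall on the same side of the bounds, since most MGLCs fell outside the microglia-like cluster and the microglia-like cells of the MGLC library may be host cells. Conditioning with busulfan and PLX3397 also stays open as a biological explanation that was not tested, because the design joins it to genotype. Unequal dissociation or handling of the 2 libraries was not tested either.

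Apoe in the microglia-like cells of host MG exceeded naive MG by 3919 CPM. Free RNA of MGLCs, which are rich in Apoe, may have entered the droplets of host MG, and its size was bounded by taking all counts of Cd74, H2-Aa, H2-Ab1 and H2-Eb1 in these cells as free RNA. The bound was 906 CPM with the profile of all MGLCs and 4039 CPM with that of their largest cluster, so it lies below or above the excess depending on which cells are assumed to be the source, and free RNA cannot be told apart from expression. Ms4a7, a leading gene of the largest MGLC cluster, was also higher in these cells, at 51.4 CPM in host MG and 5.10 in naive MG, and the BAM genes had a median log2 ratio of 0.59 (percentile 100), which does not decide between them. A change in host MG after conditioning stays open and was not tested.

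In the MGLC library, 133 of 11620 cells, or 1.14% (exact binomial interval 0.959 to 1.36), fell into the large microglia-like cluster, at a median of 5938 UMIs per cell against 2654 in host MG and 2311 in naive MG of the cluster. Host microglia that passed the GFP+ sort may explain part of them: over 57 genes at least 4-fold higher in host MG than in naive MG and with a ratio in both, these cells had a median log2 ratio to naive MG of 1.27 against 2.30 in host MG, or 0.552 of it, while all other MGLCs had 0.027. Part of this excess may come from the shared naive MG counts and from few counts, since 32 of the 57 genes had 3 or fewer in these cells: in the same 100 splits these cells had a ratio of 0.674 and unchanged naive MG cells one of 0.276 with the shared part, but 0.472 (0.304 to 0.644 in 95% of splits) and 0.0561 (−0.0720 to 0.213) with another part as the reference. The median of 0.027 covers genes that go both ways. In other MGLCs, Ttr, Clec12a and Ms4a7 had log2 ratios to naive MG of 9.63, 8.25 and 7.62, and Gm47471 and Gm15527 of −4.62 and −2.50. A gene that is high in other MGLCs does not tell host microglia from RNA of MGLCs in these cells. Pnp, Hcar2 and Cdkn2a were at 221, 63.8 and 30.7 CPM in these cells, near host MG, but Gm7480, Insyn2b and Gm29361 were at 27.2, 16.5 and 10.6 CPM, near the 22.2, 24.7 and 11.1 of naive MG. Doublets of a host microglia and an MGLC could add to these cells, but the doublet scores cannot decide this. Of the 133 cells, 20, or 15.0% (9.43 to 22.3), were among the highest scores, against 9.94% of all MGLCs. The latter share was set by the rate of removal and lies inside that interval, and the automatic threshold of the scores had not worked. Neither explanation is settled by these values, and donor-derived cells that took on a microglia profile stay open and were not tested.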

How the results depend on the processing

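Leaving out the cells with the highest doublet scores, and leaving out the microglia-like cells of the MGLC library, were chosen after seeing the data, and the other alternatives were planned. No paired analysis was possible because each condition has 1 library. Across all alternatives, the homeostatic microglia median stayed between −2.18 and −1.76 in MGLCs over naive MG and between 6.79 and 8.18 in MGLCs over BM-CD11b+ cells, the BAM median between 1.48 and 1.84, the DAM median between 0.40 and 0.78 and the OXPHOS median between −0.46 and −0.11, each on 1 side of 0. The homeostatic microglia median of MGLCs over naive MG was −2.18 for all barcodes, −1.95 for microglia-like and macrophage-like clusters, −2.12 without the microglia-like cells of the MGLC library, −1.76 with TMM and −1.79 with median-of-ratios scaling, and that of MGLCs over BM-CD11b+ cells 6.97 and 6.79 with these 2 scalings. In host MG over naive MG it was 0.12 for all barcodes, 0.23 without the highest doublet scores and 0.026 for these clusters, and reversed to −0.059 and −0.0072 with the scalings. The BAM median was 1.75 for all barcodes, 1.81 for these clusters, and 1.84 and 1.81 with the scalings, the DAM median 0.78 and 0.75, and the OXPHOS median −0.11 for all barcodes, −0.14 for these clusters, and −0.46 and −0.41. A scaling adds 1 value to every log2 ratio of a comparison, which is what moved or reversed a result under it. For the other alternatives the cause was not tested. The share of MGLCs in clusters held almost only by MGLCs, which was 54.3%, was 51.5% at a Leiden resolution of 0.5, 56.7% for over 1000 genes per cell, 10.6% for the brain libraries alone, 0% at a resolution of 0.1 and 0% without the highest doublet scores. In that last setting the largest MGLC cluster was 89.5% MGLCs at equal weight, and for the brain libraries alone 89.7%, just under the limit of 90%.

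Of the folds of named genes, 8 of 568 values under alternatives reversed. With TMM and median-of-ratios scaling in turn, Fcrls in MGLCs over naive MG went to 0.081 and 0.056, and in host MG over naive MG Sall1 went to −0.22 and −0.17 and P2ry12 to −0.053 and −0.00065. Sall1 in host MG was also −0.18 for all barcodes and −0.16 for microglia-like and macrophage-like clusters. Of the medians of other lists, 16 of 198 values reversed. In MGLCs over naive MG the scalings gave 0.094 and 0.069 for lysosome, 0.22 and 0.20 for complement and 0.064 and 0.039 for p53 targets and senescence, and these clusters gave −0.14 for activation, 0.011 for complement and −0.33 for immediate early genes. In host MG over naive MG the scalings gave −0.17 and −0.12 for p53 targets and senescence and, within the large microglia-like cluster, −0.073 and −0.021 for MHC class II and −0.090 and −0.037 for mitochondrially encoded genes, which over all cells were at −0.020 with TMM. No share of cells has a sign, and 118 of 189 values stayed within their counting interval. Gh gave no ratio in any setting, since host MG and naive MG had 0 counts in each, and the test of free pituitary RNA could not be run. Depth limits host MG and naive MG most, with 11667692 and 14577325 UMIs over all kept cells.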

Differences from the paper's values

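No test in this part was chosen after the result was seen, apart from the settings without the highest doublet scores and without the microglia-like cells of the MGLC library, and the values of Sall1 in single clusters. The paper's values come from its other experiment, at a later time after HSPC transplant, and its errors are SDs over mice; here 1 library stands for each condition. The paper counts cells expressing a gene, and here a cell counts with at least 1 UMI. Such shares depend on depth, and the depth of the paper's cells was not compared. A share below the paper's can therefore not be told apart from lower depth, above all in host MG and naive MG, at medians of 2708 and 2455 UMIs per cell.

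Sall1 was seen in 1.51% of MGLCs, and the paper's value is 3.6 ± 0.3%. No alternative set before the data were examined comes within the paper's value: the share was 0.830% after thinning to 2000 UMIs, 1.50% for all barcodes, 1.57% for over 1000 genes per cell and 1.63% for microglia-like and macrophage-like clusters, and it was 1.41% without the highest doublet scores. Of the cells in the microglia-like cluster of the MGLC library, 107 of 133 had a Sall1 UMI, against 22 of 6314, or 0.348%, in the largest MGLC cluster, and the share was 0.482% without the microglia-like cells, whose origin is open. Mki67, a proliferation marker, was seen in 3.08% of MGLCs, and the paper's value is 2 ± 0.1%. Of the alternatives set before the data were examined, microglia-like and macrophage-like clusters give 1.62%, which no longer differs by over 1.5 times, while thinning gives 1.16%, all barcodes 3.11% and over 1000 genes 3.29%, and the setting without the highest doublet scores gives 3.10%. Cxcl16, a chemokine, was seen in 17.5% of naive MG, and the paper's value is 30 ± 3%. No setting reaches it, at 12.2% after thinning, 14.4% for all barcodes, 18.6% for over 1000 genes, 16.1% for microglia-like and macrophage-like clusters and 17.6% without the highest doublet scores. None of these settings adds UMIs to a cell, so they cannot exclude depth as the reason. Itgal, which encodes the integrin CD11a, was seen in 4.22% of naive MG, and the paper's value is 2.3 ± 1%. Thinning (3.37%) and all barcodes (2.85%), both set before the data were examined, no longer differ by the same rule, whereas over 1000 genes gives 4.58%, microglia-like and macrophage-like clusters 0.664% and the setting without the highest doublet scores 4.34%.

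The paper gives a share of Sall1-expressing cells in host and naive MG above the 70.0% of host MG and 71.1% of naive MG seen here. In Fig. 6c, oxidative phosphorylation leads the pathways of genes upregulated in host MG, whereas here 76 of 91 nuclear OXPHOS genes were lower in host MG, with a median log2 ratio of −0.19. Of the mitochondrially encoded genes, 11 of 13 were higher in host MG, in cells kept by a limit on these same genes. Their median was 0.25 (percentile 84.7, with a random-list median of 0.12), and −0.020 with TMM scaling. These values take all measured list members, whereas the paper's pathways come from genes called as differentially expressed, so the measures are unlike. The paper states that immediate early genes were similar in all samples, and takes this to back its comparison of cytokine genes after enzymatic dissociation. Here all 15 were lower in host MG than in naive MG, with a median log2 ratio of −1.07 over all cells and −0.72 within the large microglia-like cluster. The median of MGLCs over naive MG was 0.23, and −0.33 for microglia-like and macrophage-like clusters. Whether dissociation or handling differed between these single libraries was not tested. The paper states that Clec10a, Clec4n, Folr2, Lyve1 and Cd163 were not upregulated in MGLCs. Here Clec10a was higher than in naive MG by a log2 ratio of 1.40 (95% interval 1.24 to 1.57), Clec4n by 2.18 (1.93 to 2.43) and Folr2 by 0.92 (0.73 to 1.12), whereas Lyve1 was at 0.23 (−0.01 to 0.46) and Cd163 at −0.86. These ratios are over whole libraries, in which border macrophage-like cells were 29.4% of MGLCs and 5.76% of naive MG. Unthinned, Clec10a, Clec4n and Folr2 were seen in 11.3%, 16.7% and 7.40% of MGLCs and 2.38%, 2.03% and 2.05% of naive MG. The ratios therefore do not show a rise in MGLCs at large. The paper names Gh as the top gene of host MG; here it had 0 counts there. On the paper's own markers, all 12 homeostatic microglia genes were lower in MGLCs than in naive MG, which the paper states of such genes in general. Of 13 BAM-enriched genes, 12 were higher, which the paper states for most of them, and of the 30 BAM genes of Fig. 5a, 26 were higher, of which the paper states that many are expressed in MGLCs and several are not upregulated.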

Other observations

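No explanation is tested in this part, and all comparisons in it were planned except the values within the microglia-like cluster of genes outside the lists, those of single clusters and those without the microglia-like cells of the MGLC library, which were chosen after they were seen. Between MGLCs and naive MG, genes of antigen presentation, protein folding and sterol handling were higher in MGLCs. All 8 MHC class II genes were higher, with a median log2 ratio of 1.52 at percentile 100 of matched random lists, among them H2-Aa at 1.67. Both libraries are mixtures: H2-Aa was at 2088 CPM in the largest cluster of MGLCs and 8921 in their border macrophage-like cells, against 1661 over all naive MG, 45.7 in microglia-like and 8465 in border macrophage-like naive MG, and H2-Eb1 was at 1696 CPM in the largest MGLC cluster against 1803 over all naive MG. All 8 heat shock genes were higher (median 1.29, percentile 100), among them the chaperone Hspa1a at 1.86. Of 14 genes of cholesterol and lipid handling, 10 were higher (0.56, percentile 100), and of 84 cytosolic ribosomal proteins, 81 (0.58, percentile 100). Of 13 BAM-enriched genes, 12 were higher (1.63, percentile 100), among them the membrane protein gene Ms4a7 at 2.86 and the lysozyme gene Lyz2 at 1.49, and of 19 genes of BAM subtypes, 14 (0.68, percentile 100). Of 13 measured interferon response genes, 10 were higher (0.28, percentile 99.7), and of 91 nuclear OXPHOS genes, 67 (0.16, percentile 100). Among 24 cytokines and receptors, 13 were higher (0.20, percentile 99.4), and among 15 immediate early genes, 10 (0.23, percentile 93.4), though the latter reversed within microglia-like and macrophage-like clusters.

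Of 8 myeloid/microglia genes, 7 were lower in MGLCs than in naive MG (median log2 ratio −0.70, percentile 1.53), among them the growth factor receptor gene Csf1r at −1.22 and the lipid receptor gene Trem2 at −0.44. Of 17 brain myeloid transcription factors, 12 were lower (−0.48, percentile 2.47), while Runx3 was higher at 2.01. Of 13 mitochondrially encoded genes, 12 were lower (−0.56, percentile 1.39), in cells kept by a limit on these same genes. Of 30 lysosome genes, 20 were lower (−0.20, percentile 28.1), of 11 complement genes 7 (−0.07, percentile 59.0) and of 16 p53 target and senescence genes 11 (−0.23, percentile 63.5), and all 3 of these medians lie above 0 with TMM and with median-of-ratios scaling. Among lysosomal genes, the cathepsin gene Ctsl was at −1.72 and Grn, which encodes progranulin, at −0.59, while Galc, which encodes galactosylceramidase, was at 1.64. The activation genes were split, 2 higher and 2 lower (0.14, percentile 83.6), with a median that reversed to −0.14 within microglia-like and macrophage-like clusters, and so were the proliferation genes (0.01, percentile 79.1). The highest ratios among genes seen in at least 10% of cells included Gdf3, a growth factor, at 4.14, the RNA sensor Tlr8 at 3.44 and the ferroxidase gene Cp at 3.37, and the lowest Upk1b at −6.93, Csmd3 at −6.64 and the adhesion receptor gene Adgrg1 at −5.85, and these 3 were at −9.37, −9.83 and −7.13 without the microglia-like cells of the MGLC library. Csmd3 and Adgrg1 are leading genes of the large microglia-like cluster, so their fall follows in part from taking out its cells. Over BM-CD11b+ cells, Pmepa1 was higher in MGLCs by a log2 ratio of at least 15.01, and the neutrophil genes Retnlg and Mmp8 were lower, at −7.07 and −7.21.

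Between host MG and naive MG, immediate early, interferon, MHC class II and ribosomal genes were lower in host MG. All 15 immediate early genes were lower, with a median log2 ratio of −1.07 over all cells and −0.72 within the large microglia-like cluster, among them the transcription factor gene Nr4a1 at −3.25 and the phosphatase gene Dusp1 at −2.06 over all cells. Of 13 interferon response genes, 12 were lower (−1.20 over all cells, −0.35 within the cluster). All 8 MHC class II genes were lower over all cells (−2.02), but their median was 0.20 within the cluster, where it lies below 0 with TMM and with median-of-ratios scaling. Of 84 cytosolic ribosomal proteins, 80 were lower (−0.55 over all cells, −0.24 within the cluster). Of 13 mitochondrially encoded genes, 11 were higher in host MG (0.25, percentile 84.7, over all cells, and 0.18, percentile 96.2, within the cluster), though the first median lies below 0 with TMM scaling and the second with both scalings. Of 16 genes of the p53 targets and senescence list, 11 were higher over all cells (0.10, below 0 with both scalings), and their median was 0.33 within the cluster. The list holds Cdkn2a and Cdkn2b as senescence genes, at 4.77 and 3.20 within the cluster, while the p53 target genes Cdkn1a and Mdm2 were at 0.33 and −0.13. The median is therefore not read as a rise of p53 targets. The naive MG library holds more border macrophage-like cells than the host MG library, 213 of 3701 against 63 of 3374, and 41 neutrophil-lineage cells against 0. Cd34, a progenitor marker, had a log2 ratio of host MG to naive MG of 1.25 over all cells and 1.00 within the cluster, and the sulfotransferase gene Chst1 of 1.94 and 1.71, while Crybb1 and Lars2 were at −1.36 and −1.37 within it.

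Shares of cells with a UMI depend on depth, with medians of 5272 UMIs per cell in MGLCs, 2708 in host MG, 2455 in naive MG and 10243 in BM-CD11b+ cells, so each is given unthinned and then thinned to 2000 UMIs per cell, which leaves out 1022 MGLCs, 0 host MG, 1123 naive MG and 151 BM-CD11b+ cells. Sall1 was seen in 1.51% (exact binomial interval 1.30 to 1.75) and 0.830% of MGLCs, 70.0% and 57.9% of host MG and 71.1% and 57.3% of naive MG. In the largest MGLC cluster it was seen in 0.348% and 0.116%, and in 0.482% of MGLCs without the microglia-like cells of the library, unthinned. It was seen in 0 of 6685 BM-CD11b+ cells, which should lack it, and this allows a share of up to 0.0449% (3 counts), a limit on cells with a UMI and not on cells expressing it. Runx3, a transcription factor of lymphoid and myeloid cells, was seen in 29.0% and 11.8% of MGLCs and 4.27% and 2.02% of naive MG. Pf4, a chemokine of macrophages and platelets, was seen in 60.0% and 41.6% of MGLCs and 6.70% and 6.94% of naive MG, and in 0.344% of BM-CD11b+ cells unthinned. Cxcl16 was seen in 66.8% and 40.3% of MGLCs and 17.5% and 12.2% of naive MG, and in 1.14% of BM-CD11b+ cells unthinned. Itgal was seen in 16.6% and 7.13% of MGLCs and 4.22% and 3.37% of naive MG, although its CPM differed by a log2 ratio of only 0.21. Itgax and Spp1 were seen in 9.90% and 6.74% of MGLCs unthinned and 3.63% and 2.74% thinned, and in 5.37% and 2.64% of the largest MGLC cluster unthinned. Each was also seen in 6.41% (2.11 to 14.3) of the 78 cells of the library's larger mature neutrophil-like cluster, at a median of 3529 UMIs, so no expression is read from these shares, while Itgax was seen in 35.4% and 10.9% of MGLCs in the cluster led by Cd209a, at a median of 11761 UMIs. Apoe was seen in 99.0% and 96.1% of host MG and 53.4% and 46.3% of naive MG, and in 17.5% and 9.98% of BM-CD11b+ cells. Grn was seen in 88.0% and 67.5% of MGLCs and 86.7% and 78.9% of naive MG, and since the unthinned shares go against its CPM no order is read from them.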
